# The Hox protein Antennapedia orchestrates *Drosophila* adult flight muscle development

**DOI:** 10.1126/sciadv.adr2261

**Published:** 2024-11-27

**Authors:** Gabriela Poliacikova, Aïcha Aouane, Nathalie Caruso, Nicolas Brouilly, Corinne Maurel-Zaffran, Yacine Graba, Andrew J. Saurin

## Abstract

Muscle development and diversity require a large number of spatially and temporally regulated events controlled by transcription factors (TFs). *Drosophila* has long stood as a model to study myogenesis due to the highly conserved key TFs involved at all stages of muscle development. While many studies focused on the diversification of *Drosophila* larval musculature, how distinct adult muscle types are generated is much less characterized. Here, we identify an essential regulator of *Drosophila* thoracic flight muscle development, the Hox TF Antennapedia (Antp). Correcting a long-standing belief that flight muscle development occurs without the input of Hox TFs, we show that Antp intervenes at several stages of flight muscle development, from the establishment of the progenitor pool in the embryo to myoblast differentiation in the early pupa. Furthermore, the precisely regulated clearance of Hox in the developing flight muscle fibers is required to allow for fibrillar muscle fate diversification, setting these muscles apart from all other adult tubular muscle types.

## INTRODUCTION

Muscle development requires a network of transcription factors (TFs) that diversify distinct muscle types. Studies in *Drosophila* larval somatic muscles have provided an extensive picture of the gene regulatory networks responsible for the muscle progenitor’s specification. The current picture is that, following muscle progenitor specification, dependent on Notch and Ras/MAPK (mitogen-activated protein kinase) signaling pathways, muscle diversity is achieved through a combinatorial expression of identity TFs (iTFs) and *Hox* genes, controlling the muscle identity, such as size, position, innervation, and attachment [reviewed in (*1*)]. In the case of embryonic/larval muscles, *Hox* genes have been shown to intervene at several steps of their development, providing specific identity to muscle precursors by the regulation of iTFs (*2*–*5*), regulating the final progenitor number for a given muscle and later, during development, regulating the final muscle size [(*6*); reviewed in (*7*)].

In contrast to larval muscle precursors, the specification of adult muscle precursors (AMPs) is much less characterized [reviewed in (*8*)]. In this context, it has been shown that mesodermal AbdA overexpression converts thoracic AMPs into abdominal AMPs (*9*), suggesting that *Hox* genes provide identity to both embryonic precursors and AMPs. One particular adult muscle, the *Drosophila* flight muscle, was suggested to develop without any Hox input as precursors of this muscle associated with the larval wing disc do not express any *Hox* gene (*10*). However, both older and recent staining methods of the embryonic thoracic mesoderm and larval wing discs indicate that Antp, the *Hox* gene responsible for mesothoracic identity establishment (*11*), is expressed in territories that may correspond to flight muscle AMPs (*5*, *12*–*14*), leaving the role of whether and how Hox regulate adult flight muscle contentious.

## RESULTS

### Antp is expressed in flight muscle myoblasts

At the end of embryogenesis, flight muscle precursors (myoblasts) attach to the larval wing imaginal discs, precursors of the adult wings (*15*). To unambiguously demonstrate that Antp is expressed in flight muscle myoblasts, we labeled larval wing discs with antibodies against Twist (Twi) (a marker of myoblasts) and Antp at the onset of pupation [0 hours after puparium formation (APF)], where the number of myoblasts is the highest (*16*). We detected strong Antp expression in the anterior disc epithelium (Fig. 1A) (*14*, *17*), and we also observed weaker expression, ~75% lower compared to the disc epithelium (Fig. 1B), in the notum region colocalizing with Twi expression, showing that Antp is expressed in flight muscle myoblasts. To demonstrate specificity of this staining, we down-regulated Antp expression in myoblasts using three different *UAS-Antp* RNA interference (RNAi) lines, driven by a muscle-specific *Mef2-*Gal4 driver, active in wing disc–associated myoblasts from the third instar larval stage (*18*) and observed reduction in Antp expression (Fig. 1, A and C). We additionally confirmed Antp expression in myoblasts with a second distinct antibody against Antp, with a green fluorescent protein (GFP) reporter driven by an *Antp-*Gal4 line, and a GFP insertion into the *Antp* locus, fusing GFP to Antp (fig. S1, A to C).

**Fig. 1.**
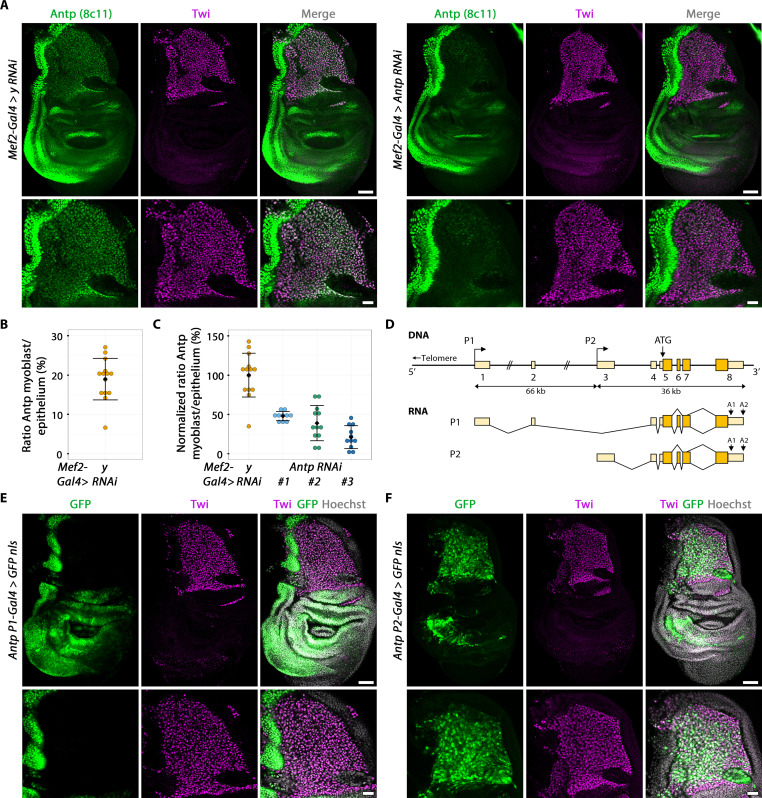
Antp is expressed in flight muscle myoblasts from the P2. (**A**) Confocal sections of 0-hour APF wing discs expressing *UAS-y RNAi* (left) or *UAS*-*Antp RNAi* #1 (right) driven by *Mef2-Gal4*, stained with anti-Antp (8c11) and anti-Twi. (**B**) Ratio of Antp intensity in the myoblast area versus anterior epithelium. The mean and SD are shown. Each dot represents a value from one disc (*n* = 14 discs from at least seven animals). (**C**) Normalized Antp intensity under *Antp RNAi* conditions (each RNAi line is depicted by with a “#”). Each dot represents a value from one disc (*n*_WT_ = 14, *n*_#1_ = 10, *n*_#2_ = 12, and *n*_#3_ = 11 wing discs from at least five animals). (**D**) *Antp* gene and transcripts (coding exons are dark yellow, and noncoding exons are light yellow smaller boxes). P1 and P2 represent two distinct promoters, and A1 and A2 represent two alternative polyadenylation sites. (**E** and **F**) Confocal sections of 0-hour APF wing discs expressing *UAS-GFP nls* driven by *Antp P1-Gal4* (E) or *Antp P2-Gal4* (F), stained with anti-GFP and anti-Twi. Scale bars, 50 μm (top view) and 20 μm (bottom view).

The locus of the *Antp* gene is large, spanning over 100 kb of genomic distance and contains two internal promoters, promoter 1 (P1) and promoter 2 (P2), that drive *Antp* expression in spatially different locations (schematized in Fig. 1D) (*19*–*21*). To determine which promoter drives Antp expression in flight muscle myoblasts, we used a *P1-*Gal4 line and constructed a *P2-*Gal4 line using minimal regulatory elements of the P2 promoter described in (*22*). In agreement with previous reports (*13*, *14*), we found that the P1 promoter drives the reporter expression in the anterior disc epithelium and the wing pouch (Fig. 1E). The P2 promoter, on the other hand, shows strong expression in most myoblasts and no expression in the disc ectoderm, being thus in the wing disc, a mesoderm-specific promoter (Fig. 1F). Together, these data demonstrate that Antp is expressed in wing disc–associated myoblasts, precursors of adult flight muscles, and this expression is driven by the P2 promoter.

### Antp loss leads to the absence of adult flight muscle precursors

Having established that Antp is expressed in wing disc–associated myoblasts, we asked what role Antp plays during adult flight myogenesis. *Antp* homozygous null mutations are lethal during embryogenesis resulting from homeotic transformation of the mesothorax (second thoracic segment T2) toward a prothorax identity (first thoracic segment T1) (*23*). However, this transformation and lethality can be rescued by providing a single dose of Antp from the P1 promoter: When a P2-specific mutant line *Antp^s1^* is heterozygous with a null mutation of *Antp* (*Antp^ns-rvc3^*), embryos and larvae develop normally, giving viable animals until the late pupal stage (*24*). We thus used this genetic combination, which we refer to as *Antp^P2-null^* for simplicity, to study Antp function driven from the P2 promoter and its role in flight myogenesis.

*Drosophila* somatic myogenesis is a two-stage process where larval muscles are generated during embryogenesis and AMPs, specified in the embryo from a common lineage of cells to larval muscle, proliferate in the larvae, and differentiate into adult muscles during pupal stages (Fig. 2A). AMPs in the embryo are distinguished from larval muscle precursors by persistent Twi expression from stage 14 onward (*15*). Flight AMPs develop in T2, where they are mixed with leg muscle precursors and are visible as a patch of Twi-positive cells at the ventral side of the embryo at stage 15 onward. At this stage, Antp expression can be found in T2 and T3 AMPs, with a lower expression in the T2 segment (Fig. 2B). Notably, in the *Antp^P2-null^* mutant, embryos showed a drastically reduced number of T2 AMPs (Fig. 2C), while heterozygous flies for any of the *Antp* mutant alleles showed no visible phenotype (fig. S2A). AMPs in the T3 segment were not affected in the *Antp^P2-null^* mutant, suggesting that the expression of Antp in the T3 AMPs is driven by the P1 promoter, which has been previously reported (*12*, *25*) and confirmed by our staining (fig. S2B). These results suggest that, in the absence of *Antp* expression from the P2 promoter in the embryonic T2 mesoderm, flight muscle AMPs are not specified or are eliminated shortly after their specification.

**Fig. 2.**
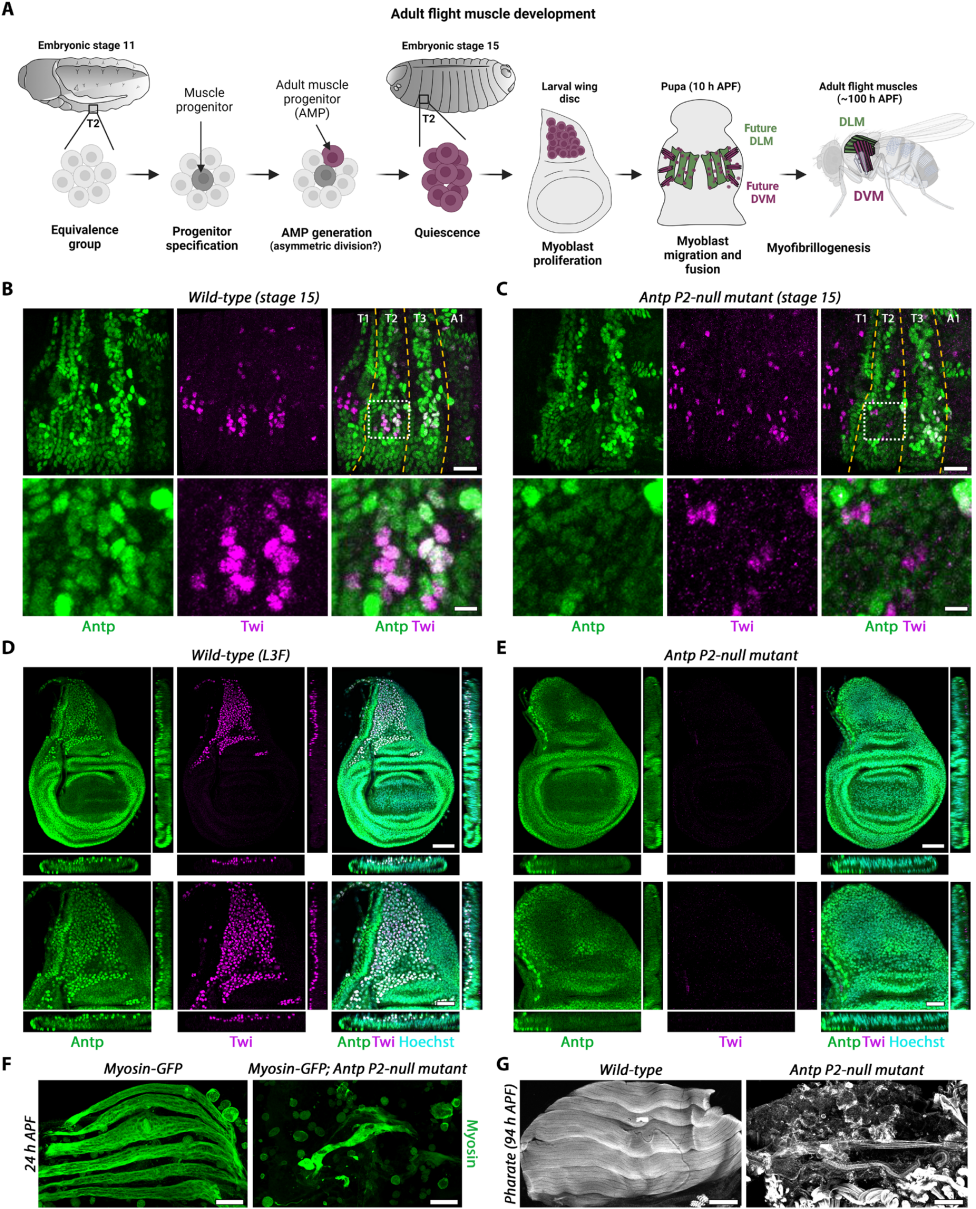
*Antp* mutation leads to the absence of adult flight muscles. (**A**) Schematic representation of adult flight myogenesis. (**B** and **C**) Confocal sections of stage 15 embryos labeled with antibodies against Antp and Twi. Genotypes are (B) WT and (C) *Antp^P2-null^* mutant: *Antp^nsrv-c3^* (null mutation) over *Antp^s1^* (P2 mutation). T1, T2, and T3 depict the three thoracic segment, and A1 depicts the first abdominal segment. Scale bars, 20 μm (large views) and 5 μm (zoomed views on T2 AMPs). (**D** and **E**) Confocal sections of wing discs at the L3 feeding stage labeled with antibodies against Antp and Twi. Genotypes are identical to (B) and (C). Scale bars, 50 μm (large views) and 25 μm (zoomed views). (**F**) Confocal projections of 24-hour APF pupal IFMs labeled with GFP to visualize myosin. Genotypes are identical to (B) and (C) with *weeP26* transgene (Myosin-GFP) added. Scale bars, 50 μm. (**G**) Confocal sections of pupal IFM at the pharate stage, labeled with phalloidin. Genotypes are identical to (B) and (C). Scale bars, 100 μm. DLM, dorsal longitudinal muscles; DVM, dorsal-ventral muscles; h, hours.

Flight muscles are composed of indirect flight muscles (IFMs) that power wing stroke and direct flight muscles (DFMs) that regulate the wing angle. The IFM, which we will for simplicity refer to as “flight muscles,” are themselves composed of dorsal longitudinal muscles (DLMs), which are responsible for wing depression, and dorsal-ventral muscles (DVMs), which are responsible for wing elevation. Both DFMs and IFMs develop from wing disc–associated myoblasts (*26*), which themselves derive from T2 embryonic AMPs (*15*). We thus looked at myoblasts at the L3 larval stage because, if AMPs in the embryo are truly absent in the *Antp^P2-null^* mutant, then the wing discs should be devoid of myoblasts at the larval stage.

While heterozygous larvae for any of the two *Antp* mutant alleles showed no visible phenotype (fig. S2C), in the *Antp^P2-null^* homozygous mutant wing discs, the whole myoblast population, which would normally give rise to IFMs and DFMs, was absent, as shown by a lack of Twi staining and a physical absence of the myoblast layer on the top of the notum epithelium (Fig. 2, D and E). To permit adult muscle development, most larval muscles histolyze at the onset of pupation. The larval oblique muscles (LOMs) 1, 2, and 3, however, persist and serve as scaffolds for DLM development, whereby wing disc myoblasts fuse with them in the early stages of pupation (*27*). However, these templates degenerate if there are no fusing myoblasts (*28*) in the early pupa, which we also observe in the *Antp^P2-null^* mutant (Fig. 2F). This results in pharate animals whose thorax is completely devoid of any flight muscle (Fig. 2G). Heterozygous animals develop flight muscles normally (fig. S2, D and E). Overall, these results show that the P2-specific loss of *Antp* leads to a complete absence of adult flight muscles due to lack of flight muscle AMPs and thus places *Antp* as a key player in early adult flight myogenesis.

### Antp regulates flight muscle splitting and myoblast fusion

Following myoblast fusion with the larval templates in the early stages of pupation, the three LOM templates split to give rise to the final DLM pattern of six fibers (see Fig. 3A) (*27*). A transcriptional timecourse study of flight myogenesis detected *Antp* transcripts at the myoblast stage and up to 24 hours APF when myoblast fusion is almost completed (Fig. 3B) (*29*). We confirmed these results at the protein level with antibody staining, showing that, at 15 hours APF, Antp is expressed in myoblasts undergoing fusion, located outside the fiber, making contacts with the myotube membrane, and inside, at the fiber periphery (Fig. 3C). Antp expression is weaker in myoblasts located inside the myotube and can no longer be detected at 24 hours APF, meaning that Antp is down-regulated in myoblasts a few hours after their fusion.

**Fig. 3.**
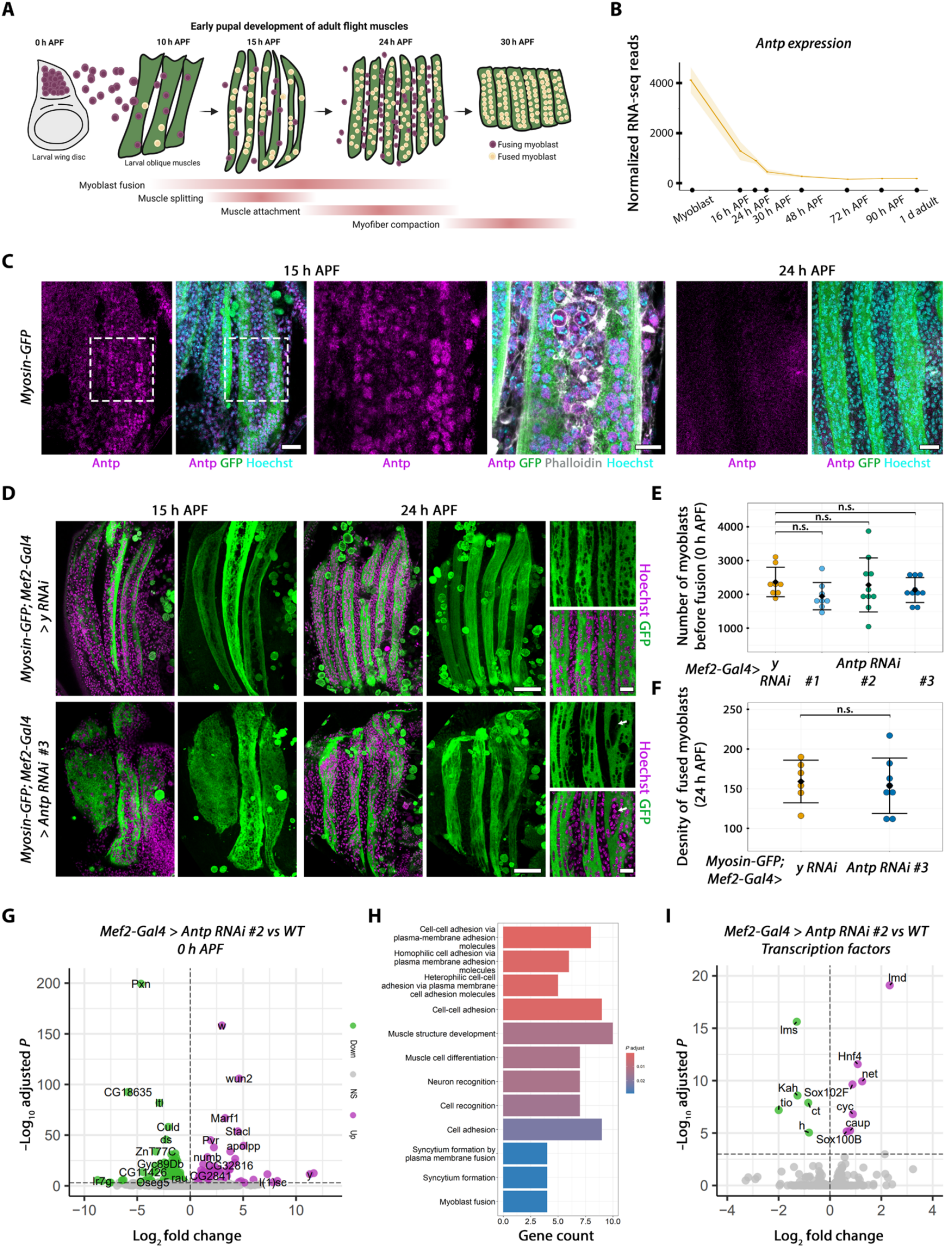
*Antp* regulates flight muscle differentiation. (**A**) Schematic representation of pupal flight myogenesis. d, day. (**B**) *Antp* mRNA normalized expression, analyzed from (*29*). (**C**) Confocal sections of 15- and 24-hour APF flight muscles expressing *Myosin-GFP*, stained with anti-Antp, anti-GFP (to visualize myosin), phalloidin, and Hoechst. Scale bars, 20 μm [large views (left)] and 10 μm [zoomed views (right)], depicted by the white dashed box. (**D**) Confocal sections (left) and projections (right) of 15- and 24-hour APF flight muscles expressing *Myosin-GFP*; *Mef2-Gal4* driving *UAS-y RNAi* as control (top) or *UAS-Antp RNAi #3* (bottom), stained with anti-GFP and Hoechst. Scale bars, 50 μm (large sections) and 15 μm (zoomed views). Arrow depicts zones of high nuclei density. (**E**) Quantification of the number of myoblasts in 0-hour APF wing disc upon *Antp* KD. Mean and SD are shown; each dot represents a value from one disc (*n*_WT_ = 8, *n*_#1_ = 8, *n*_#2_ = 10, and *n*_#3_ = 10 wing discs from at least five animals). n.s., not significant. (**F**) Same as in (E) at 24 hours APF (*n*_WT_ = 6 and *n*_#3_ = 8 animals). (**G**) Volcano plot of DEGs between WT and *UAS-Antp RNAi #2* driven by the *Mef2-Gal4* driver. n.s., not significant. (**H**) GO analysis using significantly up-regulated genes. (**I**) Volcano plot of TFs, the same conditions as (G).

In addition to its role in flight muscle AMP specification, we thus asked whether *Antp* has a role in these early stages of muscle differentiation. Because the *Antp^P2-null^* mutant condition results in the absence of myoblasts at the larval stage, we used a UAS/Gal4 system to down-regulate *Antp* expression during myogenesis using the *Mef2-*Gal4 driver (see Fig. 1D). Mef2 expression is absent in AMPs in the embryo (*30*), with expression turning on in myoblasts at larval third instar stages, allowing for *Antp* knockdown (KD) in proliferating myoblasts, without affecting their specification in the embryo. We observed that, upon *Mef2*-Gal4–driven *Antp* KD, LOM splitting is markedly delayed and often incomplete with fewer muscle fibers at the end of the splitting process compared to control (Fig. 3D) accompanied by a decrease in the muscle compaction (fig. S3, A and B). To gain more insight into the dynamics of this process, we set up a live imaging of the muscle splitting using a *UAS-Gma::GFP* transgene (*31*) labeling actin, driven by the *Mef2-*Gal4 driver (movie S1) (*32*). We observed that, under this *Antp* KD condition, the delay in the splitting is accompanied by a delay in myoblast fusion, where myoblasts appear to form the initial actin-rich patch but fail to complete the fusion for several hours (fig. S3C, ex. 1, and movie S2). While the number of myoblasts prior (Fig. 3E) or after fusion (Fig. 3F) remains unchanged, we observed that nuclei were often improperly interspaced and often contained large hollow pockets (Fig. 3D, arrow). Furthermore, in an apparently stochastic manner, some muscle fibers became detached and were eliminated before the compaction stage, likely accounting for the decreased number of muscle fibers we observed in immunofluorescence experiments (fig. S3C, ex. 2, and movie S3).

At the adult stage, *Mef2*-Gal4–driven *Antp* KD results in numerous flight muscle phenotypes: (i) a held-out wing phenotype (fig. S4A) that does not support flight (fig. S4B); (ii) a decrease in adult DLM fiber number, which nevertheless fill the whole thorax; and (iii) phenotypes in sarcomeric compaction, fiber splitting, and Z-line alignment (fig. S4C), with sarcomeres being significantly shorter and thicker (fig. S4D). The strongest RNAi line #3 led to a pharate lethality, displaying the same abovementioned phenotypes (fig. S4, E to G). An incorrect adult fiber patterning as well as defaults in sarcomeric integrity were also observed in the DVMs (fig. S4H). We confirmed these phenotypes with the *Him*-GAL4 line, active only until myoblast fusion (*29*), which, in this case, behaves similarly to the *Mef2*-GAL4 line, in combination with *Antp* RNAi #2, leading to patterning defects (fig. S5A). We also tested another flight muscle–specific GAL4 line, *1151-*Gal4, which, similarly to *Mef2-*Gal4, is active in larval myoblasts until the adult stage (*33*). This line in our hands has weaker expression, with only the strongest *Antp* RNAi #3 leading to patterning phenotypes (fig. S5B). As expected from Antp expression during early pupal stages, driving *Antp* KD after fusion (starting at ~30 hours APF) with *Act88F-*Gal4 (*29*) does not perturb adult flight myogenesis (fig. S5C). These phenotypes generated by *Antp* RNAi are specific because they were rescued by simultaneously overexpressing Antp (fig. S6). Together, these results show that Antp expression in early pupal myoblasts is required for their correct fusion, muscle splitting, and correct early sarcomerogenesis.

To gain molecular insights underlying the role of *Antp* in flight myogenesis, we performed an RNA sequencing (RNA-seq) analysis on fluorescence-activated cell sorting (FACS)–sorted 0-hour APF myoblasts (data S1). Using a highly stringent significance threshold (adjusted *P* < 0.001), we found 236 differentially expressed genes (DEGs) between *Mef2*-Gal4–driven *Antp* KD and the control condition, 56% of which were up-regulated and 44% down-regulated (Fig. 3G). Gene ontology (GO) analysis showed that up-regulated genes, i.e., genes repressed by Antp in myoblasts, associate with cell-cell adhesion, muscle differentiation, and fusion processes (Fig. 3H and data S1). This suggests that *Antp* KD may lead to premature differentiation, likely accounting for the deficit in myoblast fusion and splitting we observed, which is similarly observed through perturbing the levels of many key genes responsible for muscle differentiation, such as *Notch*, *twi*, and *Mef2* (*33*–*35*). Down-regulated genes upon *Antp* KD, i.e., genes activated by Antp in myoblasts, were associated with not only BMP signaling but also cell-cell adhesion (fig. S7A and data S1). Among the 236 DEGs, 15 encode for TFs (Fig. 3I and data S1), all linked with cell differentiation and/or specification, including TFs known to act in muscle development, such as *lame duck* (*lmd*) (*36*), *lateral muscle scarcer* (*lms*) (*37*), *optomotor blind-related-gene 1* (*org-1*) (*38*), *cut* (*ct*) (*26*), and *Kahuli* (*Kah*) (*39*). Antp thus controls a potential large gene regulatory network in adult flight muscle myoblasts.

To further endow functionality to our RNA-seq dataset, we correlated them with data obtained from a functional flight test RNAi screen to identify factors involved in adult flight muscle development (*40*). This led to the identification of 17 genes down-regulated upon *Antp* KD that have a phenotype in the flight screen (fig. S7B and data S2). Toward a potential function in sarcomerogenesis, one gene whose down-regulation caught our attention is the *Mlc2* gene as its mutation was shown to cause flight muscle sarcomeric phenotypes highly similar to *Antp* KD (*41*) and recessive mutations of its vertebrate homolog, MYL2, were associated with infantile muscle fiber disease and cardiomyopathy, displaying similar sarcomeric phenotypes [(*42*); reviewed in (*43*)]. Certain sarcomeric phenotypes, notably the discontinuous Z-disk observed upon *Antp* KD, can be rescued by *Mlc2* overexpression (fig. S7C).

Together, the study of Antp function in early pupal stages shows that, besides its role in the establishment of flight muscle AMPs in the embryo (Fig. 2), Antp also plays a role at the early pupal stage, promoting myoblast transcriptional changes and controlling myoblast fusion, muscle splitting, and correct early sarcomerogenesis.

### Antp developmental clearance is necessary for fibrillar fiber type specification

Antp expression sharply decreases following myoblast fusion (Fig. 3, B and C). To address whether Antp clearance is functionally important, we maintained its expression after fusion with a late, flight muscle–specific *Act88F-*Gal4 driver, active from around 24 hours APF (*29*). Notably, using light and electronic microscopy, we observed that Antp maintenance leads to sarcomeric perturbations (Fig. 4, A to D). Adult *Drosophila* has two types of muscle fiber: stretch-activated fibrillar muscle composed of individual myofibrils and calcium-activated tubular muscle with laterally aligned myofibrils [reviewed in (*8*)], with IFMs being the only fibrillar muscle type. In maintaining Antp expression, the IFM myofibrils seem to adopt a tubular-like fate, resembling morphologically leg muscles, with myofibrils aligning along the Z-disk and lesser mitochondrial volume and distribution (compare Fig. 4E with Fig. 4C, bottom).

**Fig. 4.**
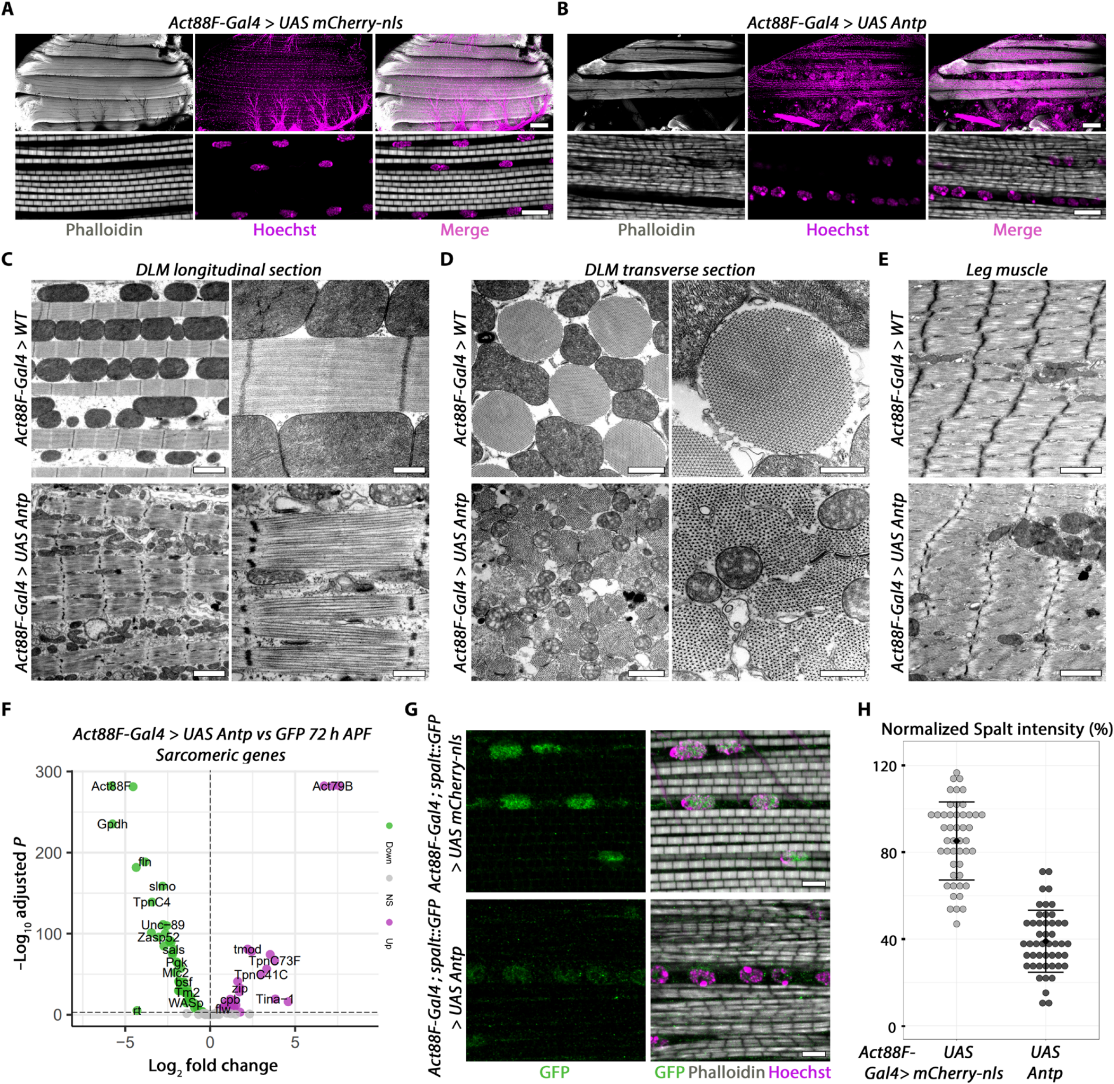
*Antp* overexpression suppresses fibrillary muscle fate. (**A** and **B**) Confocal sections of adult female DLMs stained with phalloidin and Hoechst (top), with zoomed views on sarcomeres (bottom). Scale bars, 100 μm (large views) and 10 μm (zoomed views). Genotypes are *UAS-mCherry-nls* (A) and *UAS-Antp* (B) driven by the *Act88F-Gal4* driver. (**C**) Transmission electron microscopy (TEM) micrographs of adult DLMs, cut in longitudinal sections. Scale bars, 2 μm (large views) and 500 nm (zoomed views). (**D**) Same as (C), cut in cross sections. Scale bars, 1 μm (large views) and 500 nm (zoomed views). (**E**) TEM micrographs of leg muscles. Scale bars, 2 μm. For (C) to (E), genotypes are WT (top) and *UAS-Antp* (bottom) driven by the *Act88F-Gal4* driver. (**F**) Volcano plot of sarcomeric DEGs between *UAS-GFP* and *UAS-Antp* driven by the *Act88F-Gal4* driver. (**G**) Confocal sections of adult female DLMs stained with anti-GFP (to visualize Salm), phalloidin, and Hoechst. Scale bars, 5 μm. (**H**) Quantification of normalized Salm intensity; represented is the mean and SD where each point represents a value of a single nucleus (*n*_mcherry-nls_ = 60 nuclei and *n*_Antp_ = 48 nuclei from at least three animals). Genotypes in (G) and (H) are identical to (A) and (B), with the *spalt::GFP* transgene added.

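In Fig. 4F, 22 sarcomeric genes are labeled, and the counts deposited by the authors gave a value for all 22. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each of them had an adjusted P under 0.001 between UAS-Antp and UAS-GFP at 72 hours APF. Fig. 4F plots sarcomeric genes that the paper called differentially expressed in these same samples, so their passing here is not independent evidence. With UAS-Antp, 8 of these genes were higher and 14 lower, and their log2 fold changes ran from -5.75 for Act88F to 7.29 for Act79B. When libraries were scaled by their total counts instead of by edgeR's TMM method, the log2 fold change of Tm2 changed sign, from -1.27 to 0.045, and those of WASp and bsf came to -0.025 and -0.17 with adjusted P of 0.893 and 0.161 in the same test. Over all alternatives tried, the adjusted P of WASp ran from 1.69e-15 to 0.893 and that of bsf from 2.94e-41 to 0.161. The count of rt was low, at 264, 429 and 402 in the UAS-GFP samples and 8, 122 and 60 in the UAS-Antp samples, and its adjusted P was 0.000272 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That of flw was 0.000128, with a log2 fold change of 0.82. In the fits that each left out one sample, both genes passed 0.001 in some fits and not in others.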

To molecularly study whether Antp maintenance alters muscle fiber fate, we performed RNA-seq analysis at 72 hours APF, the earliest stage with a visible sarcomere perturbation (fig. S8, A and B, and data S3). 

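Indirect flight muscles were dissected at 72 hours APF from pupae kept at 25°C, in which Act88F-Gal4 drove either UAS-GFP, the control, or UAS-Antp. Each genotype had 3 samples, each pooling the muscles of 6 to 8 pupae, and polyA RNA was made into strand-specific libraries with 15 cycles of amplification. The sample labels describe the 3 samples of a genotype as independent replicates, whereas the paper's methods describe 3 technical replicates and 1 biological replicate for RNA-seq. Each sample was taken as 1 replicate here, so the errors cover the spread between these samples and may not cover that between separate crosses. The authors deposited the number of uniquely mapping reads counted on the exons of 17611 genes of a FlyBase annotation of the dm6 genome, by strand and without normalization. Total counts were 64485309, 47460809 and 59754817 in UAS-GFP replicates 1, 2 and 3. They were 69673609, 77781458 and 63217976 in the UAS-Antp samples, which are named here by these totals, because the numbers in the count table are not those of the labels.

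Genes with low counts were left out with edgeR's filterByExpr function, which kept 9546 genes. Libraries were scaled with edgeR's TMM method, which takes most genes as unchanged, and the genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at the paper's threshold of 0.001. The paper used DESeq2. The TMM factors ran from 0.609 to 0.674 in the UAS-GFP samples and from 1.53 to 1.60 in the UAS-Antp samples. The 50 most abundant genes took on average 51.4% of the counts with UAS-GFP and 31.6% with UAS-Antp. With 3 samples against 3, the smallest P that an exact two-sided permutation test can give is 0.1, and every gene whose groups do not overlap has that value.

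Antp (FBgn0260642), on the minus strand of chromosome 3R from 6896253 to 6999228, had 70, 33 and 66 counts in the UAS-GFP samples and 716673, 1092524 and 517985 counts in the UAS-Antp samples. In TMM-scaled counts per 1000000 (CPM), it was at 1.53 ± 0.435 (SD, n = 3) with UAS-GFP and 6864 ± 1826 (SD, n = 3) with UAS-Antp. Its log2 fold change was 12.11 (standard error 0.33, adjusted P = 2.74e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count does not separate the transgene's reads from those of the endogenous gene, and part of the exons are shared with CG46458 on the same strand.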

Maintaining Antp expression during late myogenesis led to a very large number of DEGs (4264 genes; adjusted *P* < 0.001), from which 109 were related to the sarcomere structure (Fig. 4F and data S3) (*44*). 

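Of the 9546 genes tested, 3397 (35.6%) had an adjusted P under 0.001 between UAS-Antp and UAS-GFP by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1557 were higher and 1840 lower with UAS-Antp. In 6518 genes (68.3%), the 3 samples of one genotype lay entirely above those of the other, where chance gives 10%. DESeq2, run on the same counts, gave 4264 of 11064 genes, 1967 higher and 2297 lower, and all 4264 are the genes under 0.001 in the DESeq2 table that the authors deposited. Of the 3397 genes, 3390 were among them. In the 6 fits that each left out one sample, the number ran from 2758 to 3043.

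The scaling of the libraries moved the direction of the changes most. Scaled by their total counts, 5656 genes passed, of which 4971 (87.9%) were higher with UAS-Antp, against 45.8% with TMM. The median log2 fold change of all tested genes was 0.17 with TMM and 1.48 with total counts, a shift of 1.32. With the other scalings tried, DESeq2's size factors, the upper quartile and TMM factors from non-sarcomeric genes, 42.7%, 47.6% and 45.7% of the genes that passed were higher.

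The sarcomeric list was held here with 1 gene fewer than the paper's 109, and 107 of its genes were tested. Of these, 73 had an adjusted P under 0.001, 31 higher and 42 lower with UAS-Antp, and 74 passed when adjusted over the list alone, which is not independent evidence where the study chose the list on these samples. Scaled by total counts, 80 passed, with 58 higher and 22 lower. The sarcomeric genes together took 33.4% of the counts with UAS-GFP and 20.2% with UAS-Antp, on average.

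**Figure D1:**
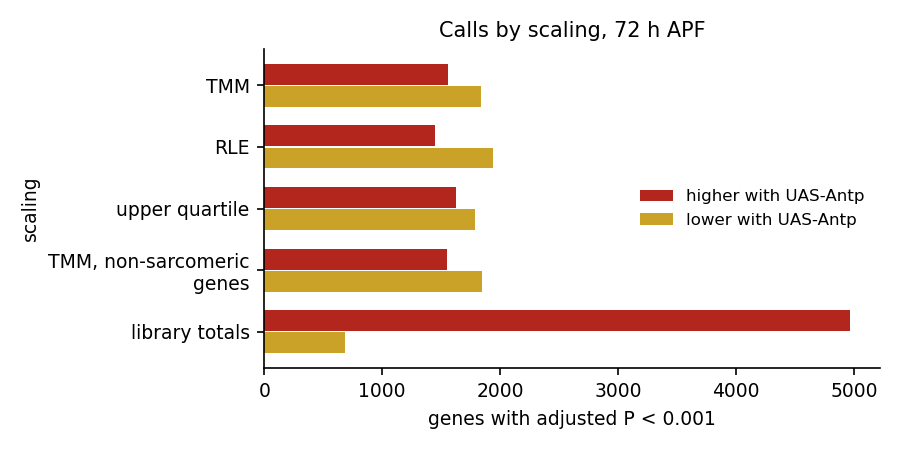
Number of genes with an adjusted P under 0.001 at 72 hours APF (horizontal axis) for each way of scaling the libraries (vertical axis), with the genes higher with UAS-Antp in red and those lower in gold. With TMM the bars stand at 1557 and 1840 genes, and with library totals at 4971 and 685.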

Among the most significantly down-regulated sarcomeric genes, we found several fibrillar-specific genes, such as *Act88F*, whereas among the most significantly up-regulated sarcomeric genes, we found several tubular-specific genes, such as *Act79B* (fig. S8C) (*45*, *46*). These data demonstrate that Antp maintenance prevents acquisition of the fibrillar fiber type. 

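Act88F (FBgn0000047) lies on the plus strand of chromosome 3R from 15439969 to 15442177 in the dm6 genome and encodes the actin of flight muscle. It was at 75391 ± 4627 CPM (SD, n = 3) with UAS-GFP and 1400 ± 247 CPM (SD, n = 3) with UAS-Antp, a log2 fold change of -5.75 (standard error 0.18, adjusted P = 4.91e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across the fits that each left out one sample, the value stayed between -5.90 and -5.65. Scaling by total counts moved it most, to -4.43.

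Act79B (FBgn0000045), on the plus strand of chromosome 3L from 21985210 to 21987190, is an actin gene of tubular muscle. Its level was 79.3 ± 15.4 CPM (SD, n = 3) with UAS-GFP and 12398 ± 1422 CPM (SD, n = 3) with UAS-Antp. The log2 fold change was 7.29 (standard error 0.20, adjusted P = 2.74e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ran from 7.20 to 7.43 when samples were left out in turn. For both actin genes, the gap between the genotypes was many times the spread between samples.

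**Figure D2:**
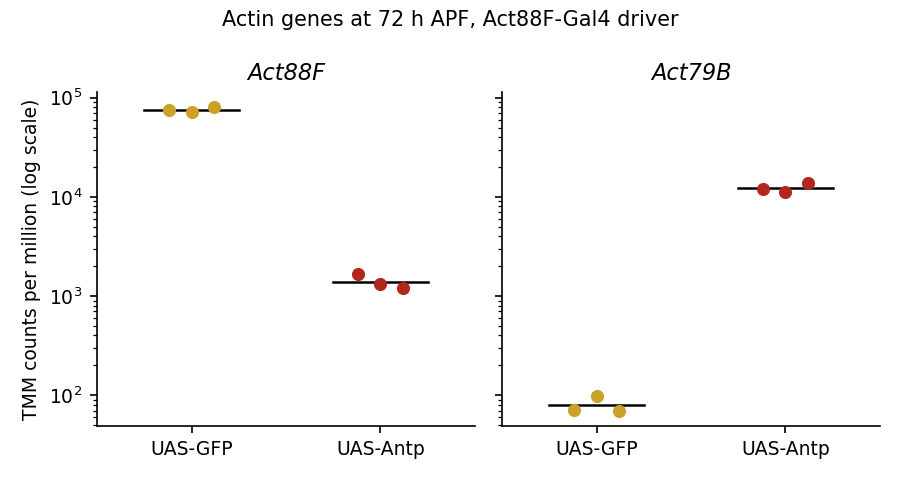
TMM-scaled CPM of Act88F and Act79B at 72 hours APF (vertical axis, log scale) in the UAS-GFP and UAS-Antp samples (horizontal axis). Each point is 1 sample and each line the mean of 3 samples. Act88F has means of 75391 and 1400, and Act79B of 79.3 and 12398.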

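A list of 4 fibrillar genes (Act88F, fln, TpnC4 and Strn-Mlck) and a list of 9 tubular genes (Act79B, Act57B, Act87E, TpnC41C, TpnC47D, TpnC73F, TpnC25D, Mp20 and Mlp84B) were fixed before the counts were opened, though the paper's own fold changes for some members had been seen. All 4 fibrillar genes were lower with UAS-Antp, with log2 fold changes from -5.75 to -3.36. Of the tubular genes, 8 of 9 were higher, from 0.50 for Mp20 to 7.65 for Mlp84B, and Act87E was lower. These directions held under all scalings tried. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 fibrillar and 7 tubular genes passed 0.001 over all genes tested, and the same numbers passed when adjusted over the list alone. TpnC47D and Mp20 had adjusted P of 0.0277 and 0.314 in that test.

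For some of the tubular genes the values moved with the samples used. Act57B, whose exons are partly shared with another gene, had a log2 fold change of 1.83 (adjusted P = 0.000898 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and from 1.46 to 2.09 when samples were left out in turn, with adjusted P from 4.46e-05 to 0.00364. It passed in 2 of the 6 fits. For Act87E the log2 fold change was -2.85 and ran from -3.13 to -2.15 in those fits, with adjusted P from 0.000103 to 0.00184, and it passed in 4 of the 6. TpnC25D had 6853, 2155 and 3186 counts in the UAS-Antp samples and at most 57 in a UAS-GFP sample. It passed in all 6 fits, with log2 fold changes from 4.03 to 5.00. Over all 18 alternatives with a value, TpnC25D no longer passed in 2, and its adjusted P reached 0.00782.

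The medians of the lists are given relative to the median log2 fold change of all tested genes. The fibrillar list lay at -3.75 and the tubular list at 2.90, with adjusted P of 0.000169 and 0.00307 in limma's camera test with a preset inter-gene correlation of 0.01, adjusted over the 8 lists tested. Limma's fry test also called both lists, with adjusted P of 1.82e-05 and 0.000127, whereas camera with the correlation estimated from these samples called neither, with adjusted P of 0.145 and 0.206. Scaled by total counts, the tubular list lay at 2.89 with an adjusted P of 0.112 in camera, whose range over the alternatives was 0.000288 to 0.112. In the 9 other splits of the 6 samples into 3 and 3, the preset correlation also let camera call from 3 to 4 of the 8 lists. Each of these splits mixes the genotypes, so part of their difference stays in the comparison. These calls thus do not measure how often camera calls falsely. The correlations estimated for the fibrillar and tubular lists, 0.379 and 0.299, lie above the preset 0.01, so its P values are not taken alone.

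From the fall of fibrillar-specific genes such as Act88F and the rise of tubular-specific genes such as Act79B, the paper concludes that maintaining Antp keeps the flight muscle from acquiring the fibrillar type.

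**Figure D3:**
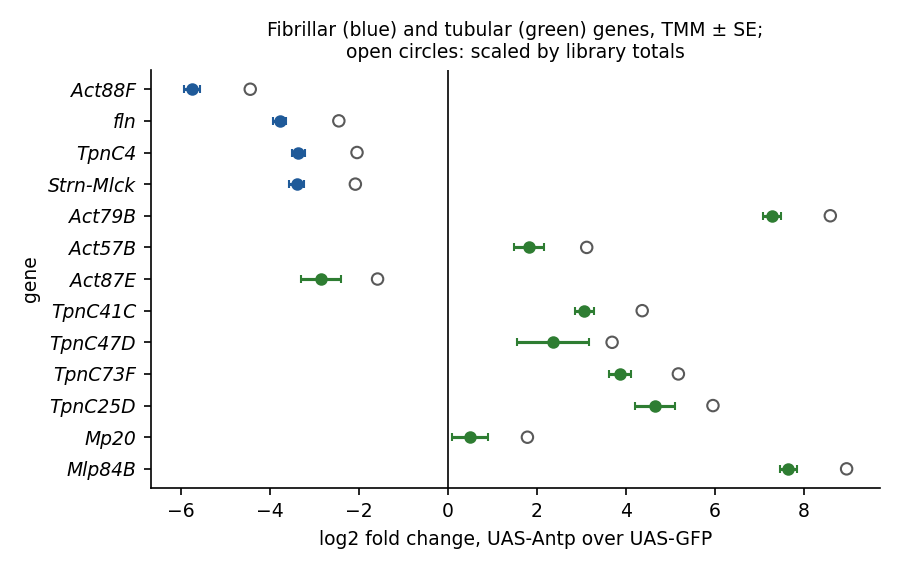
Log2 fold change of UAS-Antp over UAS-GFP at 72 hours APF (horizontal axis) for the fibrillar genes in blue and the tubular genes in green (vertical axis), with TMM scaling and bars of 1 standard error. Open circles give the values scaled by library totals. All 4 fibrillar genes lie below 0 and 8 of 9 tubular genes above 0 under both.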

In favor of this is that, among the repressed genes upon maintained *Antp* expression, we found *spalt major* (*salm*), a master specifier of fibrillar muscle type (*47*), already reported as a negative target of Antp in the antenna disc (fig. S8D) (*48*), which we show also holds true by immunofluorescence in the flight muscle (Fig. 4, G and H). 

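The gene salm (FBgn0261648) lies on the minus strand of chromosome 2L from 11434311 to 11445614 in the dm6 genome. Its counts were 18055, 12495 and 14459 in the UAS-GFP samples and 7652, 7731 and 7224 in the UAS-Antp samples. With TMM scaling this was 413 ± 33.7 CPM (SD, n = 3) against 68.4 ± 5.48 CPM (SD, n = 3), a log2 fold change of -2.60 (standard error 0.12, adjusted P = 3.14e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Relative to the median of all tested genes the change was -2.77, and 5.46% of the tested genes had a lower log2 fold change. Leaving out each sample in turn gave -2.67 to -2.53. The change was smallest when libraries were scaled by their totals, at -1.28. The related gene salr had a log2 fold change of -0.82 (standard error 0.11, adjusted P = 8.14e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which became 0.49 when scaled by totals. The protein intensities of Fig. 4H were not analysed here.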

The activation of *salm* expression in postfusion myoblasts was shown to be dependent on the transcriptional activator *vestigial* (*vg*) (*47*). We thus conducted an epistatic experiment between *vg* and *Antp*, showing that, while *vg* overexpression alone does not seem to perturb IFM development (*26*), its simultaneous overexpression with *Antp* does not rescue *salm* repression nor rescue the tubular-like IFM muscle fate caused by *Antp* gain-of-function (fig. S8E). We thus conclude that *salm* repression by *Antp* is independent of *vg*. Salm expression starts in myotubes only after myoblast fusion is completed (*29*, *47*), at the time that coincides with Antp down-regulation (see Fig. 3B). It is thus tempting to speculate that that *Antp* acts as direct or indirect repressor of *salm* expression, resulting in the tubular fiber muscle type in adult muscles whenever Antp expression is maintained. DFMs are of tubular muscle type and originate from myoblasts on the ventral side of the wing disc notum (*26*), which we showed express Antp at the larval stage (Fig. 1). Unlike in the IFMs, we detect persistent Antp expression in adult DFMs (fig. S8F), reinforcing our hypothesis that maintained Antp expression favors tubular muscle fate through lack of *salm* expression.

It has been reported that, in the haltere disc, the Hox protein Ultrabithorax (Ubx) binds to the *salm* promoter (*49*), where it negatively regulates a *salm* cis-regulatory element (*50*) and that Ubx overexpression in the thoracic mesoderm represses *Act88F* (*51*). We thus probed whether the expression of *Hox* genes, in general, also leads to similar muscle type transformation as observed using Antp. Notably, the expression of any *Hox* gene in the developing IFM led to various degrees of flight muscle transformation toward tubular-like fate as well as more or less strong *salm* repression (fig. S9), suggesting that fibrillar fiber type suppression is shared by all Hox paralogs and can thus be considered as a Hox generic function [reviewed in (*52*)].

## DISCUSSION

The specification of different muscle fiber fates in *Drosophila* involves complex networks of TFs, among which iTFs and *Hox* genes. Challenging previously published results (*10*), in this study, we show that the specification of thoracic flight musculature is dependent on the *Hox* gene *Antp*. As suggested previously (*5*), we believe that the discrepancy in *Antp* expression in thoracic myoblasts results from the difficulty of detecting low Antp protein levels by immunostaining. How does Antp specify flight AMPs? Although it was clearly demonstrated that the specification of embryonic abdominal AMPs depends on the Notch/Numb pathway, no studies addressed the specification of thoracic AMPs (*53*–*55*). Whether the thoracic AMP specification depends on *Notch* and how *Antp* intervenes in this process remains unknown.

An interesting point that stems from our findings is that the precise modulation of *Hox* gene expression in muscle precursors over time is crucial for the proper muscle fiber fate. It has been reported that ectopic *Antp* expression in wing myoblasts causes the absence of adult flight muscles, interpreted as *Hox* expression in flight muscle precursors being disruptive for flight myogenesis (*10*). We offer an alternative explanation by showing that, while, on the one hand, Antp expression in flight muscle precursors is necessary for their specification, its clearance at the beginning of metamorphosis is also necessary for fibrillar versus tubular fate acquisition. Furthermore, while *vg* was shown to activate *salm* expression in postfusion myoblasts, the overexpression of *vg* and its cofactor *scalloped* (*sd*) is not sufficient to induce ectopic Salm expression in wing disc myoblasts (*47*). We believe that this is caused by the concomitant repression of *salm* by Antp in these cells, although we did not address whether Antp binds directly to the *salm* promoter in myoblasts due to their low number and a lack of chromatin immunoprecipitation–grade appropriate antibodies.

At the molecular level, we believe that the fate choice between thoracic tubular and fibrillary muscles is linked with the differential usage of the two *Antp* promoters in distinct thoracic segments. While AMPs in the T2 segment express *Antp* from the P2 promoter, AMPs of the T3 segment express *Antp* from the P1 promoter as they were not affected by the *Antp^P2-null^* mutant condition (see Fig. 2). As extensively suggested before (*11*), we believe that this differential promoter usage allows for distinct regulatory inputs between segments, allowing for the Antp T2-specific mesodermal clearance in the early pupa, necessary for the fibrillary muscle development.

In conclusion, this work corrects the long-accepted postulate stipulating that the establishment of thoracic muscles would be independent of *Hox* genes and instead establishes a broad master regulatory role, orchestrating several key steps of adult muscle development: progenitor specification, myoblast fusion, muscle splitting, early sarcomerogenesis, and fibrillar versus tubular fating.

## MATERIALS AND METHODS

### Fly stocks

Flies were raised under standard conditions at 25°C, unless otherwise stated, in a 12-hour light/12-hour dark cycle. For the manipulation of Antp expression, the following lines were used: P2-mutant allele *Antp^s1^* (BL290), *Antp null-allele Antp^ns-rvc3^* (BL1829), Antp RNAi #1 (BL27675), Antp RNAi #2 (109547/KK, VDRC), Antp RNAi #3 (BL64926), and UAS-Antp (*56*). For Antp visualization, *Antp P1-*Gal4 (BL26817), *Antp P2-*Gal4 (this study, described below), *Antp*-Gal4 (*57*), and *Antp::GFP* (gift from S. Merabet) lines were used. With the exception of RNA-seq, all experiments were performed with all three RNAi lines.

Muscle-specific Gal4 lines used are *Mef2-*Gal4 (BL27390), *1151-*Gal4 (*45*), *Act88F-*Gal4 (*45*), and *Him-*Gal4 (*29*). UAS lines used are: *UAS-mCherry nls* (BL38424), *UAS-GFP nls* (BL4776), *UAS-Mlc-HA* (described below), and *UAS-GFP::Gma* where the actin-binding domain of Moesin is fused to GFP (*58*). Reporters used are the *weeP26* transgene (*Myosin-GFP*) containing an insertion of GFP in the *mhc* gene (*59*) and *salm::GFP* (*60*). Wild-type (WT) flies are the Oregon-R strain.

For myoblast counting and RNA-seq analysis, larvae were staged to 0 hours APF, where the number of myoblast is the highest (*16*). For optimal penetrance, all experiments with flies expressing *Mef2-GAL4* x *Antp RNAi* #1 and #2 were performed at 29°C. All other crosses were performed at 25°C.

### Generation of the UAS-Mlc2-HA line

The UAS-Mlc2 line was constructed by cloning the Mlc2 coding sequence obtained from the FlyBase database (*61*) in the pUAST plasmid containing the hemagglutinin (HA) tag using standard cloning procedures. Briefly, the Mlc2 coding sequence was recovered from the clone RE01159 [Drosophila Genomics Resource Center (DGRC) stock no. 1074315; https://dgrc.bio.indiana.edu//stock/1074315; RRID:DGRC_1074315] by polymerase chain reaction (PCR) amplification, using the following primers: forward 5′-AAAAGAATTCATGGCCGATGAGAAGAAG-3′ and reverse 5′-TTTTCTCGAGGGCGGCCTCCTCCTCCTC-3′, adding Eco RI and Xho I restriction sites, respectively. The purified PCR product was digested using Eco RI (FD0278, Thermo Fisher Scientific) and Xho I (FD0698, Thermo Fisher Scientific) restriction enzymes using the FastDigest protocol. The digested product was cloned into an Eco RI–Xho I-digested pUASt vector using T4 ligase (M180A, Promega) with a vector-to-insert ratio of 1:3, overnight (ON) at 4°C. The ligated product was transformed into competent bacteria by heat shock and verified by sequencing.

### Generation of the Antp P2-Gal4 line

For the construction of the *Antp P2-*Gal4 line, a minimal sequence of ~6 kb [5738-bp upstream of the transcription start site (TSS) plus 250 bp of exon 3], shown to drive expression from the Antp P2 promoter [*5.6d9*, described in (*22*)], was cloned in the pPTGAL vector (DGRC stock no. 1225; https://dgrc.bio.indiana.edu//stock/1225; RRID:DGRC_1225) using the In-Fusion cloning kit (639649, Takara). Briefly, the Antp P2 regulatory sequences were recovered from a BAC clone (CH321-43D16, BACPAC Resources Center) by PCR. The sequence upstream of TSS plus 250 bp of exon 3 was amplified in two fragments using the following primers: 5′-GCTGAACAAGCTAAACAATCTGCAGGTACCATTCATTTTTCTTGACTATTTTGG-3′ 5′-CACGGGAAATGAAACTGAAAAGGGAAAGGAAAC-3′ and 5′-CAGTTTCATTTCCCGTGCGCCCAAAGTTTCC-3′ 5′-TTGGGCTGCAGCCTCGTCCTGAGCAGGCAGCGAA-3′. These fragments were inserted in the Pst I site upstream the translation start site of Gal4.

### Immunofluorescence

#### Embryos

Embryos were collected on agar plates, dechorionated using 50% bleach for 3 min, and fixed in a 4% formaldehyde solution containing heptane. Embryos were dehydrated in a methanol wash followed by three ethanol washes, rehydrated in 50% ethanol/50% PBT [0.1% Tween and phosphate-buffered saline (PBS)], washed for 15 min in PBT, saturated for 1 hour in 10% bovine serum albumin (BSA) in PBT, and incubated with primary antibodies in PBT ON at 4°C. Embryos were washed three times in PBT, incubated with secondary antibodies for 1.5 hours in PBT containing Hoechst (1:1000, H3570, Life Technologies) at room temperature (RT) and rewashed three times in PBT.

#### Imaginal discs

Larvae were dissected using forceps (Fine Science Tools, Dumont #5) in PBS and fixed for 20 min in 4% formaldehyde in PBS, rinsed, and washed three times in PBT (0.2% Triton X-100 and PBS) for 10 min each. Samples were blocked in 2% BSA in PBT (blocking solution) for at least 1 hour and incubated with primary antibodies in the blocking solution ON at 4°C. After three washes in PBT, samples were incubated with secondary antibodies in the blocking solution containing Hoechst (1:1000, H3570, Life Technologies) for 1.5 hours followed by washing six times in PBT for 10 min each.

#### Indirect flight muscles

Pupal flight muscles were dissected as described in (*32*). Briefly, pupae were collected at 0 hours APF and stuck to a slide using double-sided tape for staging. Pupae were removed from the pupal case using forceps, poked at the thorax/abdomen junction, and fixed in 4% formaldehyde in PBS for 20 min. Pupae were then pinned at the abdomen to a dissecting plate containing PBS and cut open using fine scissors (no. 15003-08, Fine Science Tools), isolating flight muscles attached to the cuticle. Quarter thoraces were then washed in PBT (0.2% Triton X-100 and PBS) for 10 min and saturated in 2% BSA for at least 1 hour. Samples were incubated with primary antibodies in the blocking solution ON at 4°C and washed three times in PBT for 10 min each and with secondary antibodies in PBT containing Hoechst (1:1000, H3570, Life Technologies) for 1.5 hours at RT, followed by six washes in PBT. Pupae younger than 48 hours APF were mounted as wing discs; for older pupae, one or more layers of double-sided tape were used as spacers to prevent tissue deformation.

For adult flight muscles, females were quickly rinsed in ethanol, and wings, head, and abdomen were removed in PBS. For the visualization of DLMs, thoraces were split in half using forceps; for dissection of DVMs, DLMs were removed using forceps and the excess cuticle was removed using fine scissors. For DFM dissection, DLMs, DVMs, and the jump muscle [tergal depressor of the trochanter muscle (TDT)] were removed using forceps and the excess cuticle was removed using fine scissors. Samples were fixed in 4% formaldehyde in PBS for 20 min, rinsed, and washed three times in PBT (0.5% Triton X-100 and PBS) for 10 min each and blocked in 4% normal goat serum (S26-M, Sigma-Aldrich) in PBT for at least 1 hour. Thoraces were incubated ON with primary antibodies in PBT at 4°C. Samples were rinsed and washed three times in PBT for 15 min each, incubated with secondary antibodies in PBT including phalloidin (1:500, phalloidin–Atto 647N, Sigma-Aldrich) and Hoechst (1:1000, H3570, Life Technologies) at RT for 2 hours, and washed again six times in PBT for 10 min each. All steps were performed in a 24-well plate under agitation.

For all tissues, samples were mounted in a Vectashield medium (Vector Laboratories) and imaged using a confocal microscope (Zeiss LSM 880). Primary antibodies used were anti-Antp (1:100 for embryos and discs and 1:20 for pupae, 8c11, Developmental Studies Hybridoma Bank (DSHB), anti-Antp (1:50, 4c3, DSHB), anti-GFP (1:500, GFP-1010, Aves Labs), and rabbit anti-Twi (1:200, gift from E. Furlong). Secondary antibodies were coupled to Alex Fluor 488, 568, or 647 (1:500, Life Technologies).

### Live pupal IFM imaging

Live pupal flight muscle imaging was performed as described in (*32*) using a spinning disc microscope (Spinning ROPER, Zeiss). Briefly, samples were taped on a slide using double-sided tape with three coverslips placed on each side to prevent tissue deformation. Pupae were covered in 50% glycerol and imaged ON at 29°C every 10 min. Movies are available in the Supplementary Materials.

### Transmission electron microscopy

Pupal and adult flight muscle samples were processed as described in (*62*) and imaged on a transmission electron microscope FEI Tecnai G2 at 200 kV or FEI Tecnai T12 at 120 kV.

### Flight assay

To assess flight capacity, 3- to 4-day-old 15 males per genotype were thrown into a Plexiglas cylinder (with the height of 1 m and a diameter of 8.4 cm), and the landing position in the cylinder (top, middle, and bottom) was scored (*32*). Flies landing at the top are considered as able to fly, in the middle as weak flyers, and to the bottom as flightless. At least 170 flies were tested per genotype, and three independent biological replicates were performed.

### Sample preparation for RNA-seq and high-throughput analysis

For FACS-sorted wing disc–associated myoblasts and pupal flight muscles, samples were prepared and analyzed as described previously (*62*). DEGs were called using DESeq2 using a false discovery rate (adjusted *P* value in DESeq2) threshold of 0.001. The lists of DEGs for all RNA-seq datasets are available in data S1 to S3. GO analyses were performed using the RStudio software (http://www.rstudio.com/) on DEGs, using the enrichGO function from clusterProfiler. For all samples, RNA quality was verified via Bioanalyzer (Agilent).

### Quantifications and statistical analysis

All image processing and quantifications were performed using the Fiji software (*63*). The intensity of Antp staining in myoblasts was quantified as a ratio of the Antp intensity in the Twi-positive myoblast area and in the disc epithelium (the background fluorescence was subtracted). The number of wing disc–associated myoblasts was quantified using a three-dimensional nuclei count tool (*64*) as described in (*62*). The number of pupal myoblasts was quantified manually in a defined volume of 14,034 μm^3^. The length of pupal fibers was quantified measuring the distance between two ends of the longest muscle fiber for each sample. Muscle parameters, sarcomere length, and myofibril width were estimated using the MyofibrilJ plugin for ImageJ (https://imagej.net/MyofibrilJ) (*29*). In adult flight muscles, the intensity of Salm staining was measured with region of interest applied on nuclei. Statistical tests and charts were performed using the RStudio software. In Fig. 3E, an analysis of variance (ANOVA) test for multiple comparison was used followed by Tukey post hoc test (*P* value_y_RNAi vs #1_ = 0.42, *P* value_y_RNAi vs #2_ = 0.99, and *P* value_y_RNAi vs #3_ = 0.79). In Fig. 3F, an unpaired Student’s test was applied (*P* value = 0.75). In fig. S4D, after applying a Shapiro-Wilk test for normality, a nonparametric, Mann-Whitney test was applied [*P* values (length) = 0.007 and 0.4 × 10^−8^ and *P* values (width) = 0.03 and 0.9 × 10^−8^]. In fig. S4F, the same test as in fig. S4D was applied [*P* value (length) = 0.02 and *P* value (width) = 0.003]. All experiments were performed in one technical replicate and three biological replicates except for the RNA-seq analyses that were performed in three technical replicates and one biological replicate.

# Supplementary material for: The Hox protein Antennapedia orchestrates Drosophila adult flight muscle development
**Source:** Sci Adv. 2024 Nov 27;10(48):eadr2261. doi: 10.1126/sciadv.adr2261
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Legends for movies S1 to S3 Legends for data S1 to S3

Supplementary Materials for  
**The Hox protein Antennapedia orchestrates *Drosophila* adult flight  
muscle development**

Gabriela Poliacikova *et al.*

*Sci. Adv.* **10**, eadr2261 (2024)  
DOI: 10.1126/sciadv.adr2261

**The PDF file includes:**

Figs. S1 to S9  
Legends for movies S1 to S3  
Legends for data S1 to S3

**Other Supplementary Material for this manuscript includes the following:**

Movies S1 to S3  
Data S1 to S3

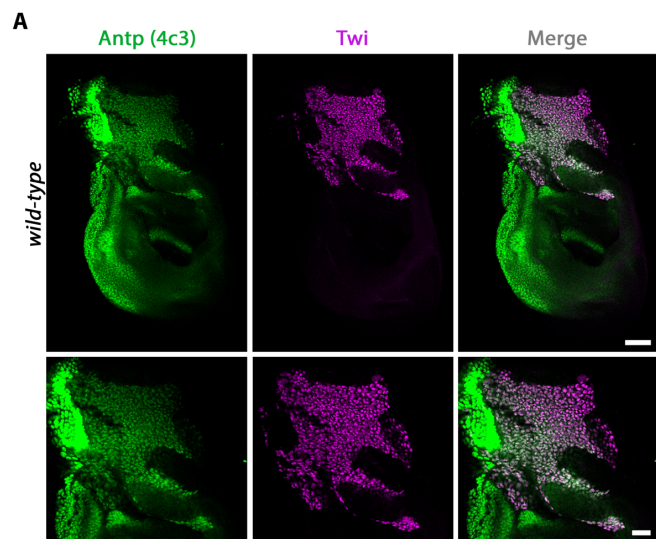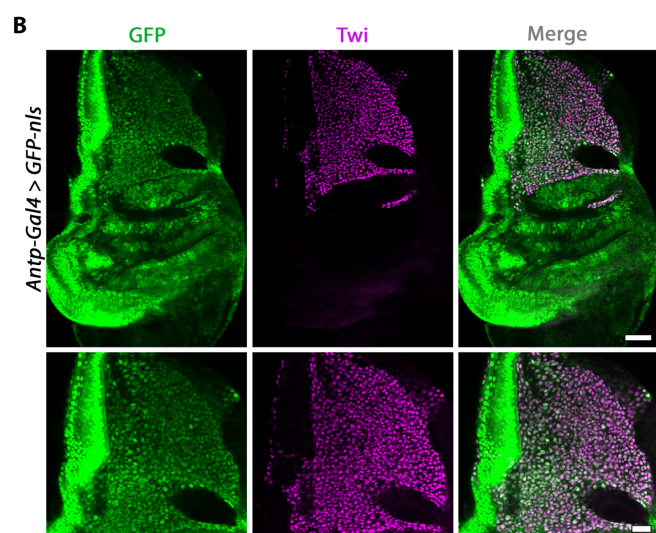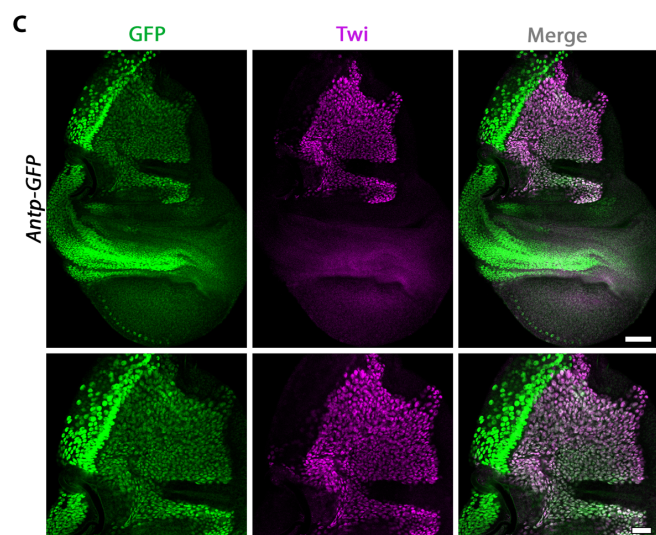

**Fig. S1. Antp is expressed in larval flight muscle myoblasts.**

**(A)** Confocal sections of wild-type wing discs at the L3 wandering stage, stained with antibodies against Antp (4c3) and Twi. **(B)** Confocal sections of 0 h APF wing discs expressing *UAS-GFP nls* driven by *Antp-Gal4*, stained with antibodies against GFP and Twi. **(C)** Confocal sections of 0 h APF wing discs expressing *Antp-GFP*, stained with antibodies against GFP and Twi. The scale bar is 50  $\mu\text{m}$  for the top and 20  $\mu\text{m}$  for the bottom views in all panels.

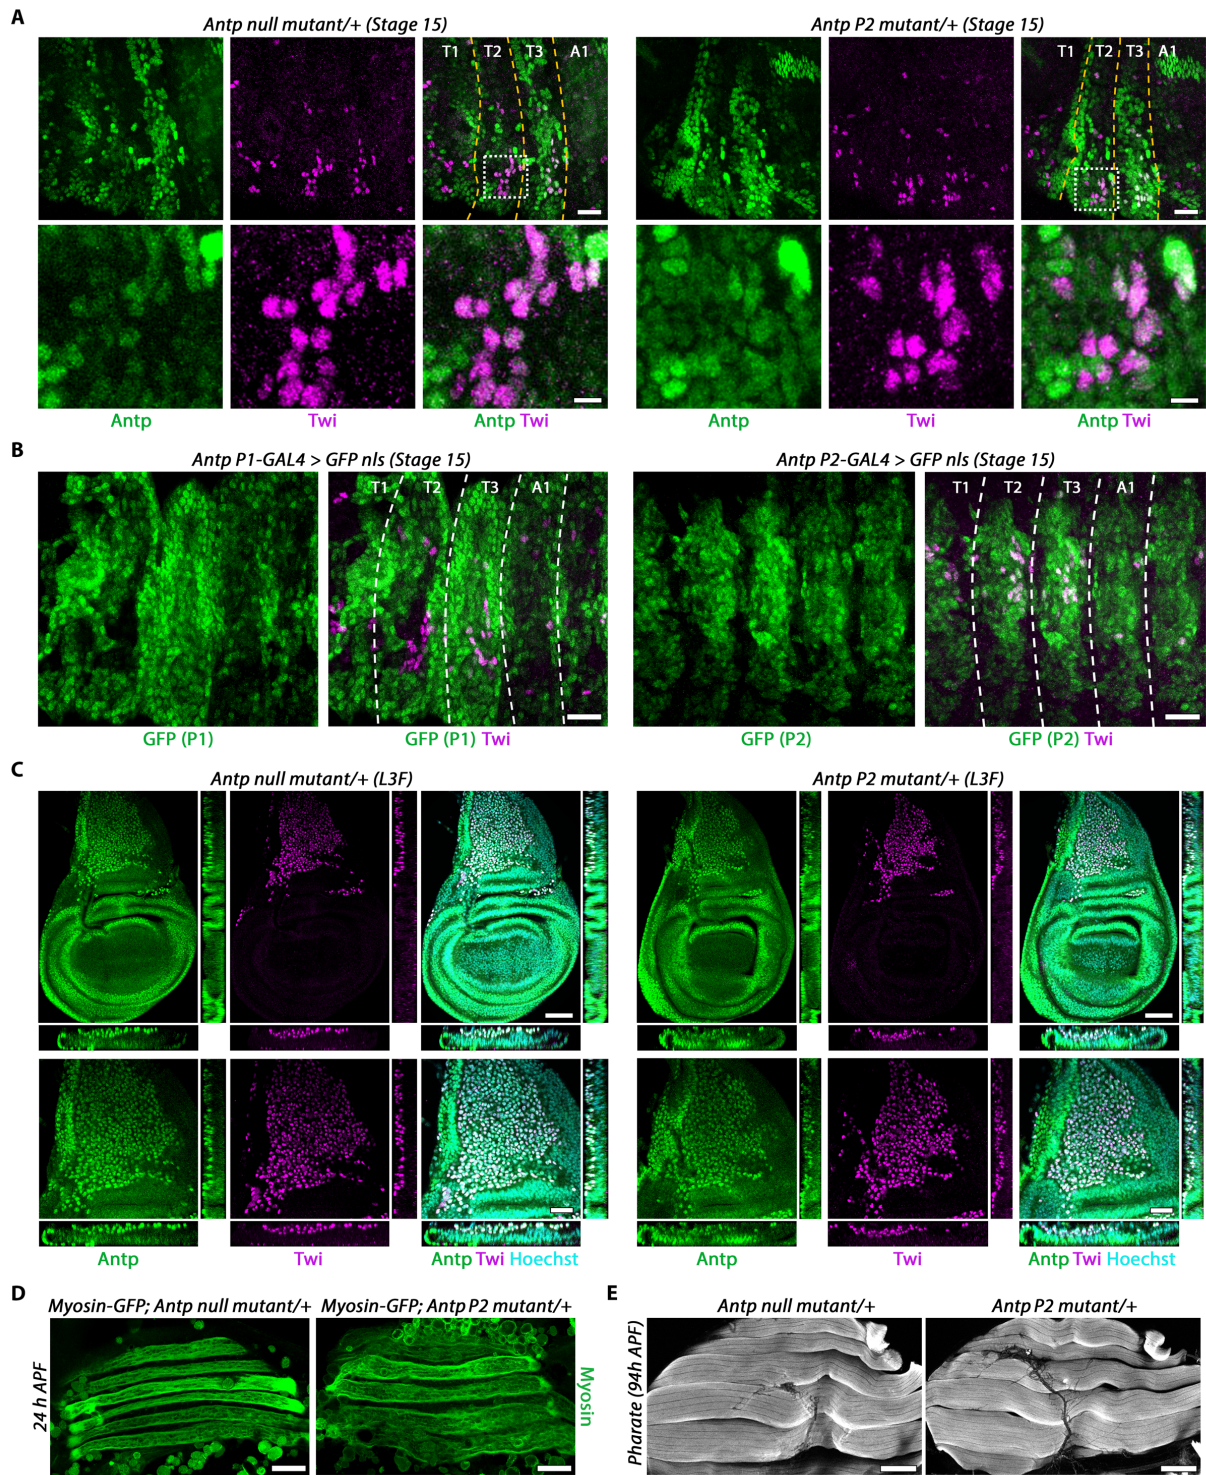

**Fig. S2. Heterozygous *Antp* mutations do not perturb flight muscle development.**

**(A)** Confocal sections of stage 15 embryos labelled with antibodies against *Antp* and *Twi*. Genotypes are heterozygous *Antp<sup>ns-rvc1</sup>* (null mutation) (Left) and heterozygous *Antp<sup>s1</sup>* (P2 mutation) (Right). The scale bar is 20  $\mu$ m for top views and 5  $\mu$ m for zoomed, bottom views on T2 AMPs, depicted by the white dashed square. **(B)** Confocal sections of stage 15 embryos expressing *UAS GFP-nls* driven by the *Antp P1*-Gal4 (Left) and *Antp P2*-Gal4 (Right), stained with anti-GFP and anti-*Twi* antibodies. The scale bar is 20  $\mu$ m. In (A) and (B) T1, T2, T3 depict the three thoracic segments and A1 the first abdominal segment. **(C)** Confocal sections of wing discs at the L3 feeding stage labelled with antibodies against *Antp* and *Twi*. Genotypes are identical to (A). The scale bar is 50  $\mu$ m for large and 25  $\mu$ m for zoomed views. **(D)** Confocal projections of 24 h APF pupal IFMs labelled with GFP to visualise myosin. Genotypes are identical to (A) with *weeP26* transgene (Myosin-GFP) added. The scale bar is 50  $\mu$ m. **(E)** Confocal sections of pupal IFM at the pharate stage, labelled with phalloidin. Genotypes are identical to (A). The scale bar is 100  $\mu$ m.

**A**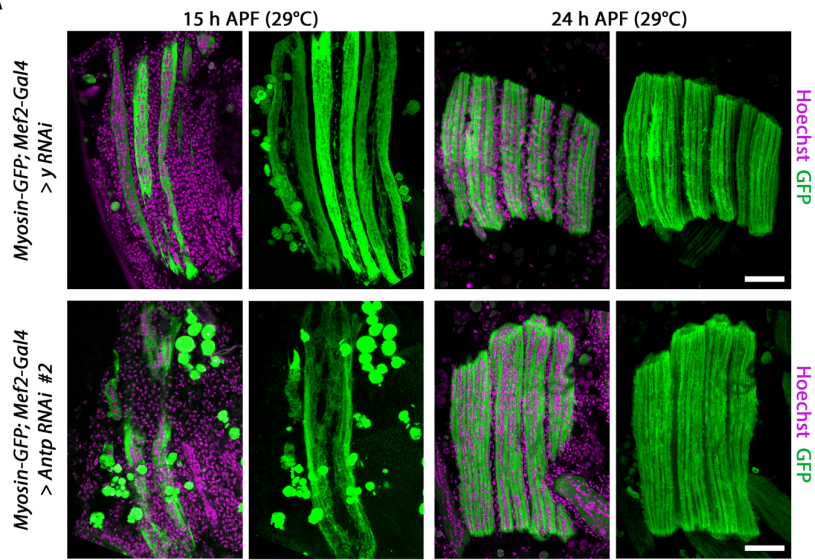**B**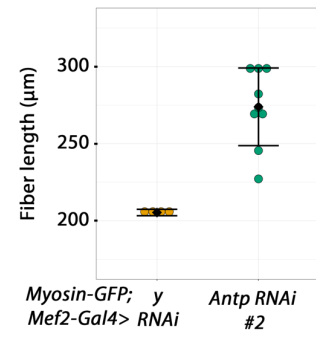**C**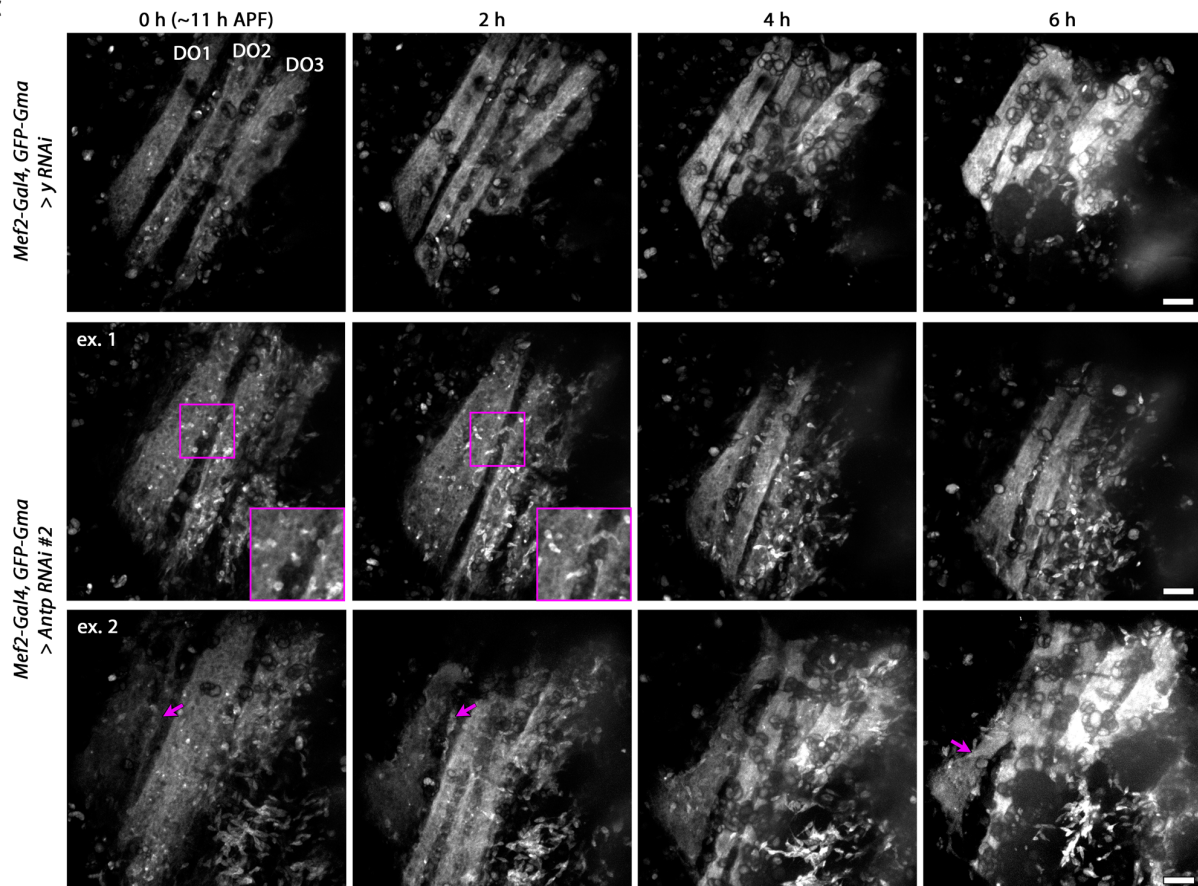

**Fig. S3. *Antp* KD perturbs pupal flight muscle development.**

(A) Confocal sections of 15 h and 24 h APF flight muscles expressing *weeP26*; *Mef2*-GAL4 driving *UAS-y RNAi* as a control (top) or *UAS-Antp RNAi* #2 (bottom). Flight muscles are stained with an anti-GFP antibody to visualize myosin and Hoechst. Scale bar is 50  $\mu$ m. (B) Quantification of flight muscle fibre length at 24 h APF, genotypes are identical to (A). Mean and standard deviation are shown, each dot represents a value from one animal ( $n_{WT} = 4$ ,  $n_{\#2} = 9$  animals). (C) Spinning disc, timecourse sections of developing pupal flight muscles. Genotypes are *UAS-y RNAi* (control condition) and *UAS-Antp RNAi* #2 driven by the *Mef2*-GAL4 driver, with the *GPF-Gma* transgene added, labelling actin. Two examples of the RNAi condition are shown (Middle and Bottom). Zoomed views show myoblasts delayed in their fusion (ex. 1) and arrows point to detaching muscle fibres (ex. 2). DO – dorsal oblique muscles

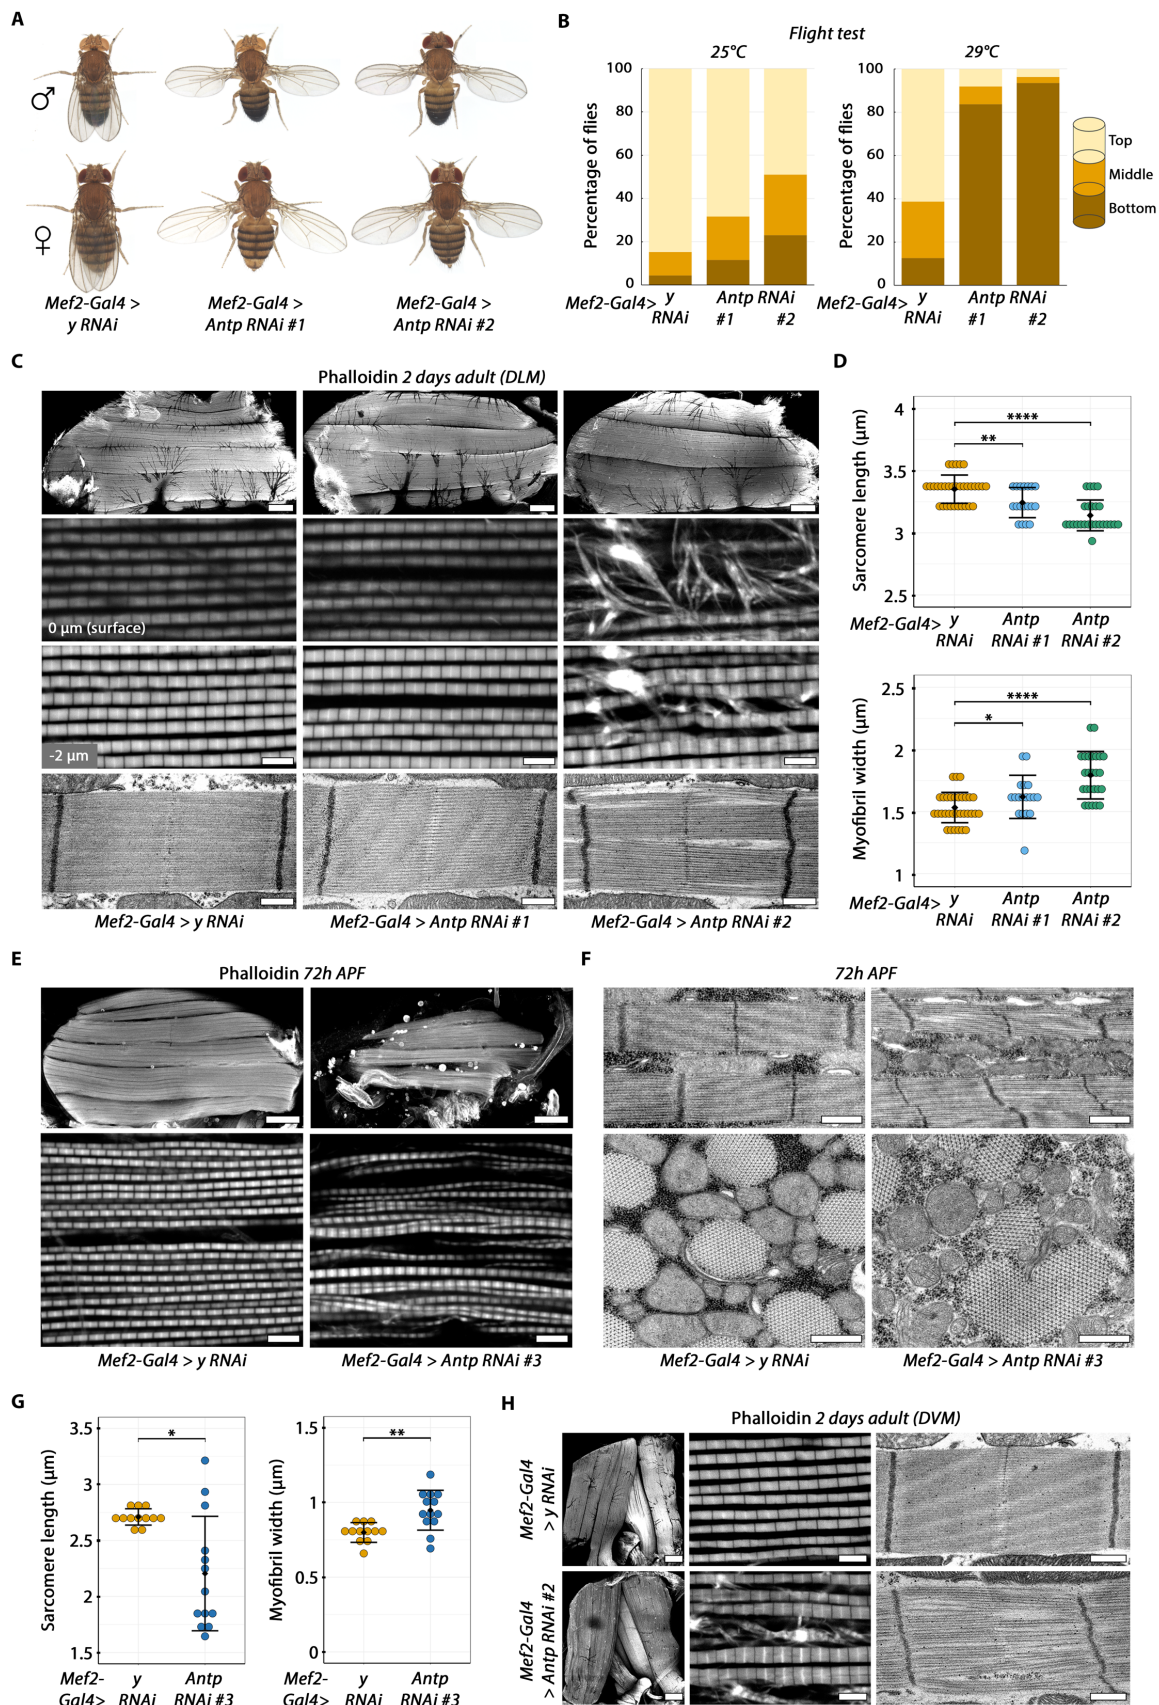

**Fig. S4. *Antp* KD perturbs adult flight muscle myofibrillogenesis.**

**(A)** Images of adult flies expressing *UAS-y RNAi* (as a control) or *UAS-Antp RNAi* (# depicts two different RNAi lines) driven by the *Mef2-Gal4* driver, at 29°C. **(B)** Flight ability was scored as a percentage of male flies landing on each section of the column (top, middle or bottom section). The test was performed on flies kept at 25°C ( $n_{y\_RNAi}=176$ ,  $n_{Antp\_RNAi\_\#1}=261$  and  $n_{Antp\_RNAi\_2}=216$  flies) and at 29°C ( $n_{y\_RNAi}=202$ ,  $n_{Antp\_RNAi\_\#1}=223$  and  $n_{Antp\_RNAi\_2}=202$  flies). **(C)** Confocal sections of adult female DLM stained with phalloidin (Top), with zoomed views on sarcomeres and their surface (Middle). Scale bars are 100  $\mu$ m for large and 5  $\mu$ m for zoomed views. TEM micrographs of adult DLM sarcomeres are shown at the bottom. The scale bar is 500 nm. Genotypes are identical to (A). **(D)** Quantification of muscle parameters, sarcomere length (Top) and myofibril width (Bottom). Each point corresponds to a value obtained from one animal, mean and standard error are indicated ( $n_{y\_RNAi}=32$ ,  $n_{Antp\_RNAi\_\#1}=18$  and  $n_{Antp\_RNAi\_2}=25$  flies). Genotypes are identical to (A). **(E)** Confocal sections of pupal DLM at 72 h APF stained with phalloidin (Top), with zoomed view on sarcomeres (Bottom), at 25°C. Scale bars are 100  $\mu$ m for large and 5  $\mu$ m for zoomed views. Genotypes are *UAS-y RNAi* (as a control) and *UAS-Antp RNAi #3* driven by the *Mef2-Gal4* driver. **(F)** TEM micrographs of pupal sarcomeres at 72h APF, cut in longitudinal (Top) and cross-sections (Bottom). The scale bar is 500 nm for all images. Genotypes are identical to (E). **(G)** As in (D) with ( $n_{y\_RNAi}=12$  and  $n_{Antp\_RNAi\_3}=13$  flies). Genotypes are identical to (E). **(H)** Confocal sections of adult female DVM stained with phalloidin (Left), with zoomed views on sarcomeres (Middle). Scale bars are 100  $\mu$ m for large and 5  $\mu$ m for zoomed views. TEM micrographs of adult DVM sarcomeres are shown on the right. The scale bar is 500 nm. Genotypes are *UAS-y RNAi* (as a control) and *UAS-Antp RNAi #2* driven by the *Mef2-Gal4* driver.

**A**

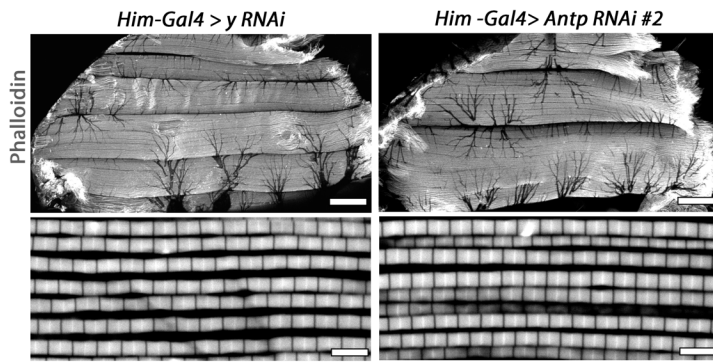

**B**

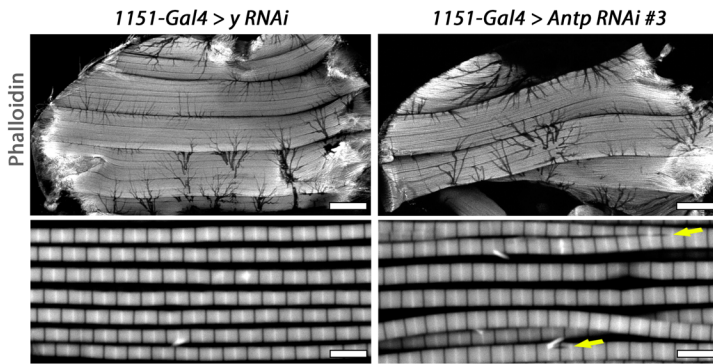

**C**

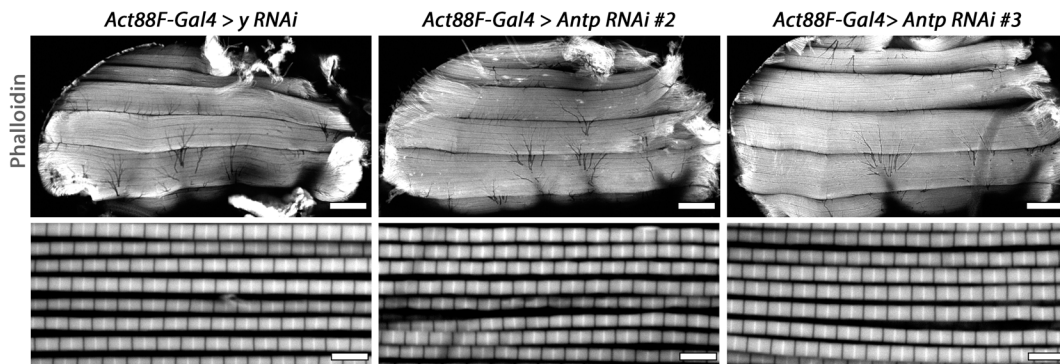

**Fig. S5. *Antp* early pupal, but not late pupal downregulation perturbs adult flight myogenesis.**

(A, B, C) Confocal sections of adult female DLM stained with phalloidin (Top), with zoomed views on sarcomeres (Bottom). Genotypes are (A) *UAS-y RNAi* (as a control), *UAS-Antp RNAi* #2 driven by the *Him*-Gal4 driver showing defects in the number of DLM fibers upon Antp RNAi. (B) *UAS-y RNAi* (as a control), *UAS-Antp RNAi* #3 driven by the *1151*-Gal4 driver, maintained at 29°C, showing splitting of myofibrils (arrow). (C) *UAS-y RNAi*, *UAS-Antp RNAi* #2, *UAS-Antp RNAi* #3 driven by the *Act88F*-Gal4 driver results in no visible defects to DLM development. Scale bars are 100  $\mu$ m for large and 5  $\mu$ m for zoomed views.

*Mef2 > Tomato*

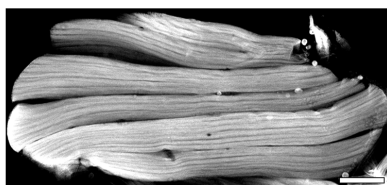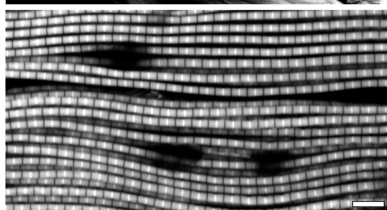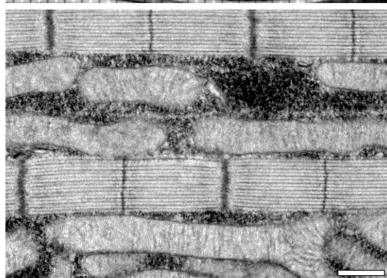

*Mef2 > Tomato; Antp RNAi #3*

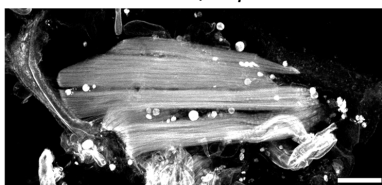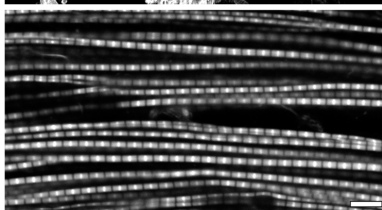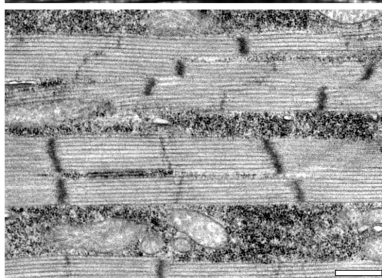

*Mef2 > Antp; Antp RNAi #3*

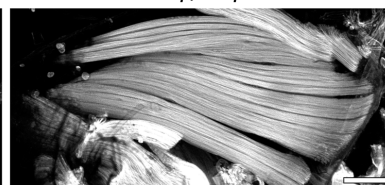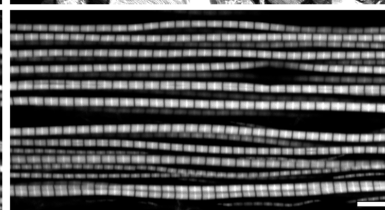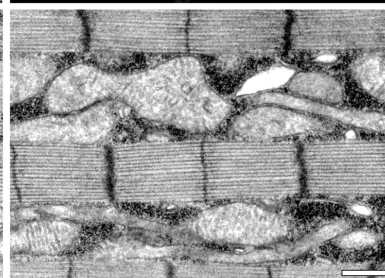

**Fig. S6. Defaults in pupal flight muscle development in the *Antp* KD can be rescued with *Antp* overexpression.**

Confocal sections of female pupal DLM at 72h APF stained with phalloidin (Top), with zoomed views on sarcomeres (Middle). Scale bars are 100  $\mu\text{m}$  for large and 5  $\mu\text{m}$  for zoomed views. TEM micrographs of 72h pupal sarcomeres are shown at the bottom. The scale bar is 500 nm. Genotypes are *UAS-Tomato* (Left), *UAS-Tomato; UAS-Antp RNAi #3* (Middle) and *UAS-Antp; UAS-Antp RNAi #3* (Right), driven by the *Mef2-Gal4* driver.

A

## Gene ontology on downregulated genes

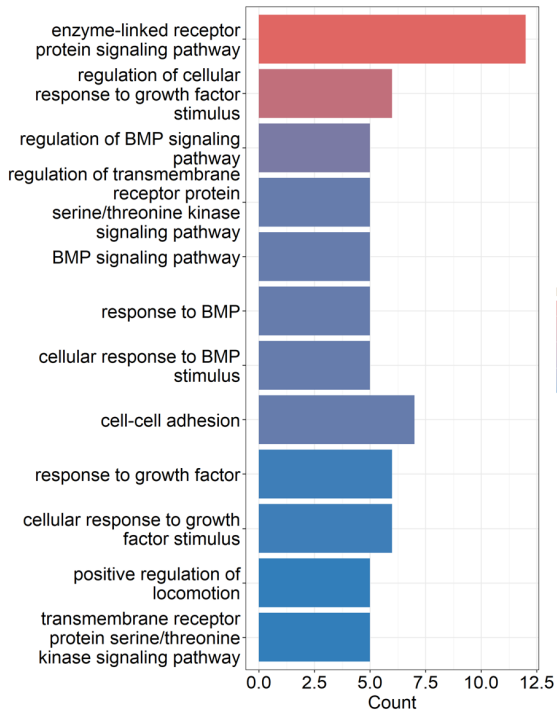

B

## Mef2-Gal4 &gt; Antp RNAi #2 vs Schnorrrer et al.

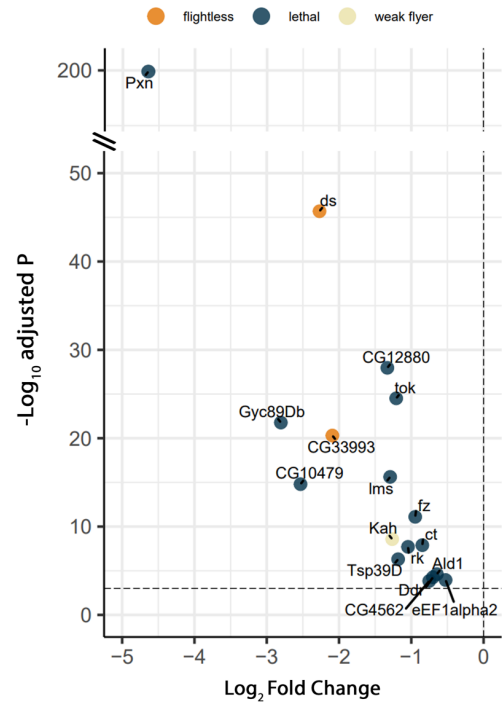

C

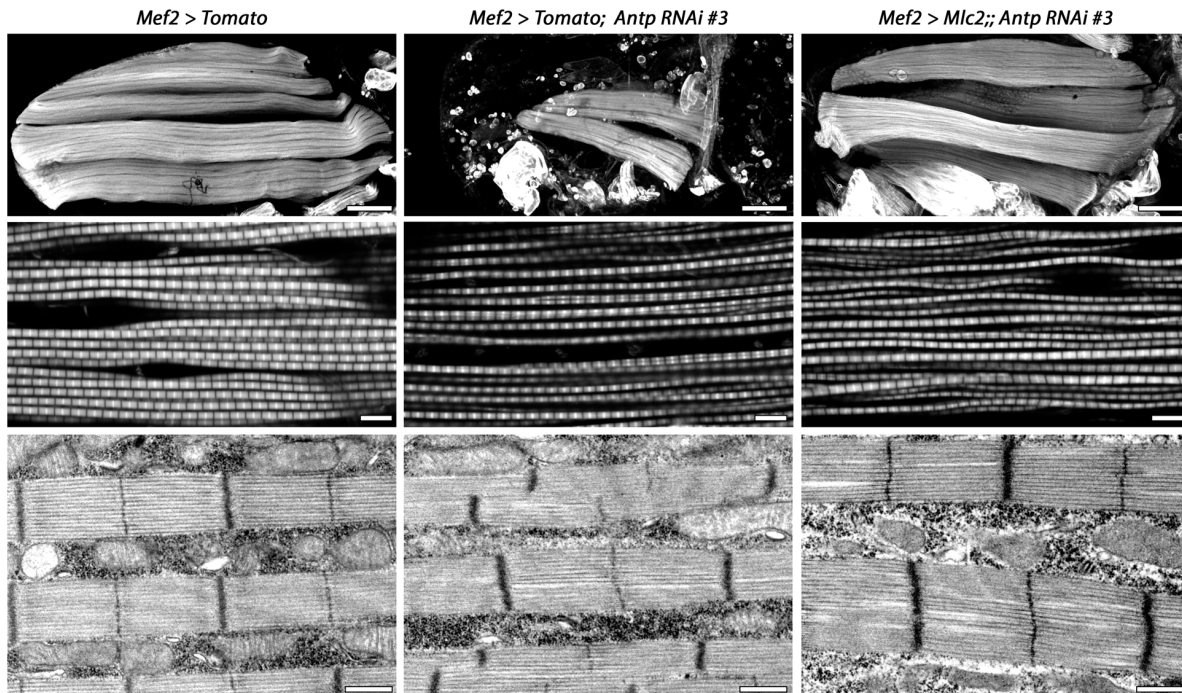

**Fig. S7. Defaults in pupal flight muscle development in the *Antp* KD can be rescued with *Mlc2* overexpression.**

(A) Gene ontology analysis using significantly downregulated genes upon *Antp* KD in larval myoblasts. (B) Volcano plot showing significantly downregulated genes upon *Antp* KD having a phenotype in the RNAi screen from Schnorrer *et al.* 2010 (40). (C) Confocal sections of female pupal DLM at 72h APF stained with phalloidin (Top), with zoomed views on sarcomeres (Middle). Scale bars are 100  $\mu$ m for large and 5  $\mu$ m for zoomed views. TEM micrographs of 72h pupal sarcomeres are shown at the Bottom. The scale bar is 500 nm. Genotypes are *UAS-Tomato* (Left), *UAS-Tomato; UAS- Antp RNAi #3* (Middle) and *UAS-Mlc2;; UAS- Antp RNAi #3* (Right) driven by the *Mef2-Gal4* driver.

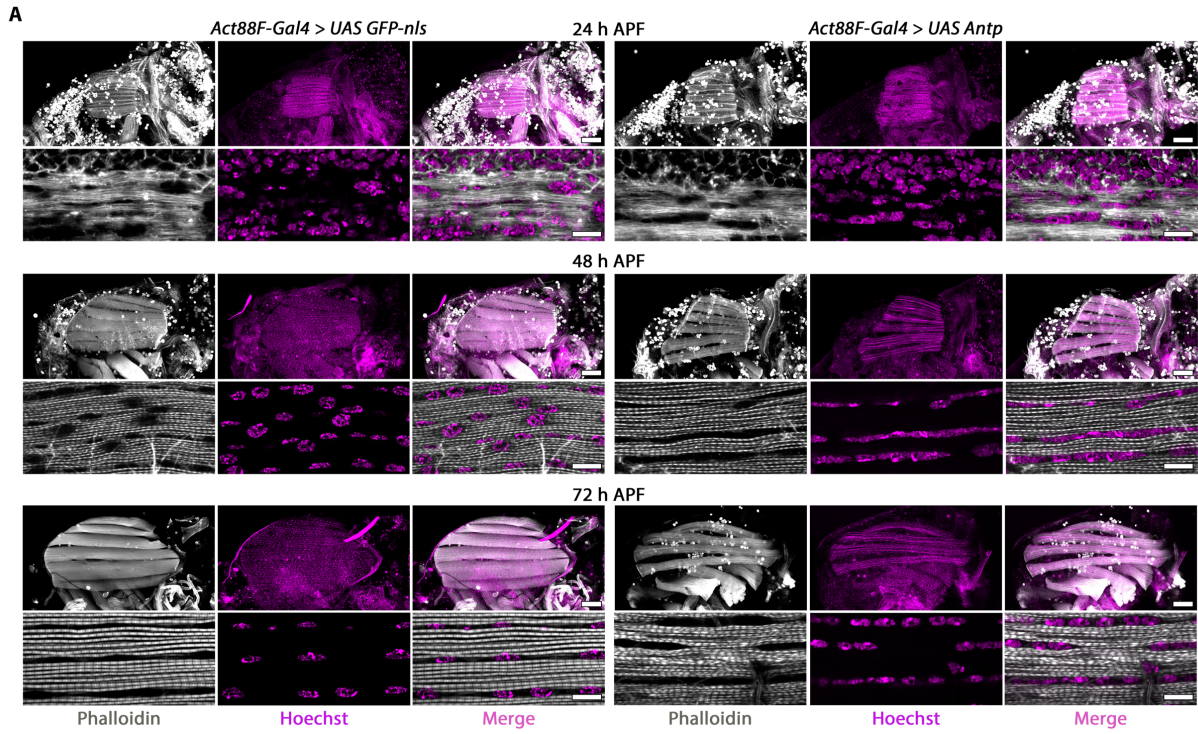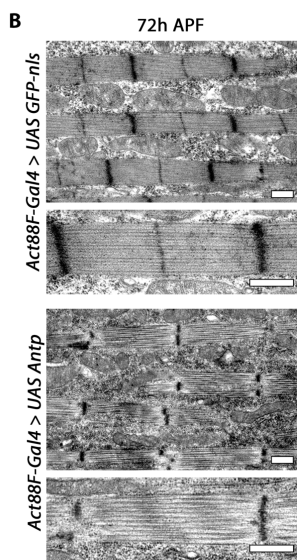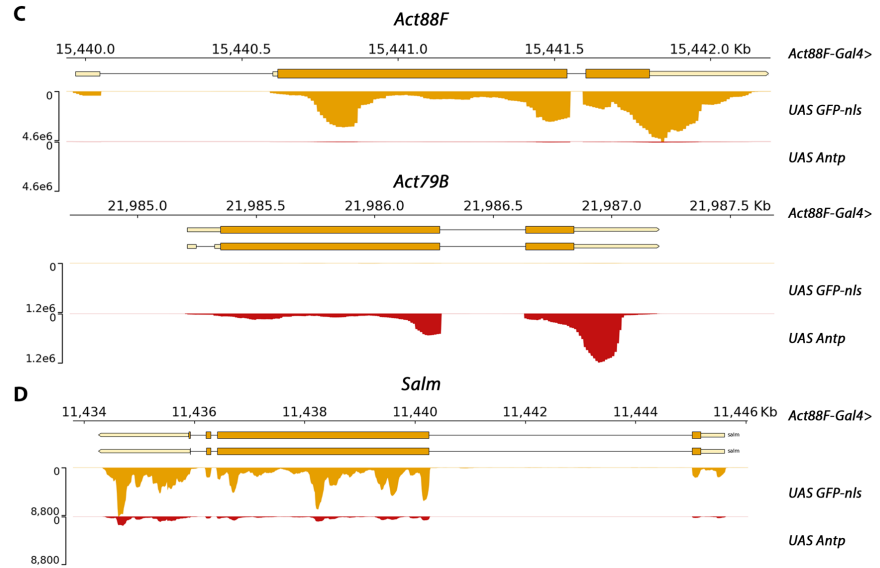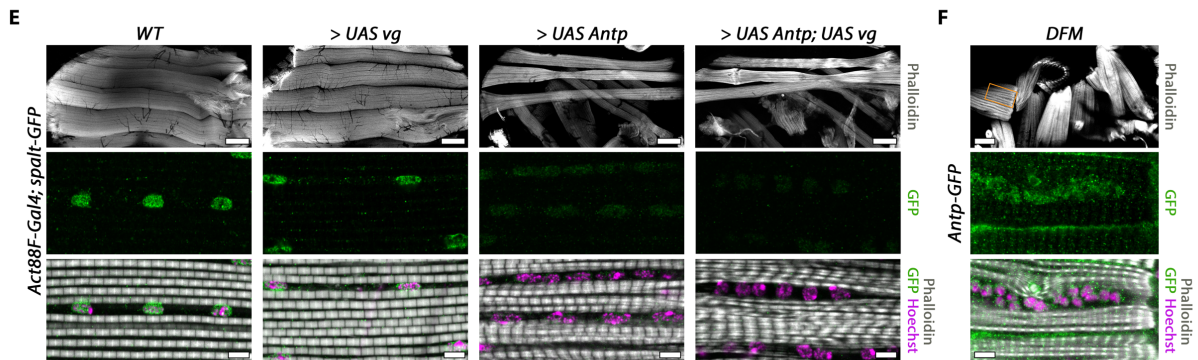

**Fig. S8. *Antp* overexpression prevents fibrillar fibre fate.**

**(A)** Confocal sections of pupal DLM at 24 h (Top), 48 h (Middle) and 72 h APF (Bottom), stained with phalloidin and Hoechst. For each timepoint zoomed views of sarcomeres are shown. Scale bars are 100  $\mu\text{m}$  for large and 10  $\mu\text{m}$  for zoomed views. Genotypes are *UAS-GFP-nls* (Left panel) and *UAS-Antp* (Right panel) driven by the *Act88F*-Gal4 driver. **(B)** TEM micrographs of 72h APF DLM, cut in longitudinal section, with a zoomed view on a sarcomere. The scale bar is 500 nm for all micrographs. Genotypes are identical to (A). **(C)** Genome browser images and normalised RNA-seq reads of *Act88F*-Gal4-driven *UAS-GFP* (gold tracks) or *UAS-Antp* (red tracks) for the fibrillar-specific *Act88F* gene (top) and tubular-specific *Act79B* gene (bottom) showing repression of *Act88F* and expression of *Act79B* upon Antp expression. **(D)** Genome browser image and normalised RNA-seq reads of *Act88F*-Gal4-driven *UAS-GFP* (gold tracks) or *UAS-Antp* (red tracks) of the *salm* locus, showing repression of *salm* when Antp is expressed. **(E)** Confocal sections of adult female DLM stained with anti-GFP (to visualise Salm), Phalloidin and Hoechst. Genotypes are wild-type (left), *UAS-Antp* (middle-left), *UAS-vg* (middle-right) and *UAS-Antp; UAS-vg* (Right), driven by the *Act88F*-Gal4 driver, combined with the *spalt::GFP* transgene. The scale bar for large IFM views (top) is 100  $\mu\text{m}$  and for zooms on sarcomeres (bottom) 5  $\mu\text{m}$ . **(F)** Confocal sections of female DFM stained with Phalloidin, anti-GFP (to visualise Antp) and Hoechst. The orange rectangle depicts the zoomed area on the DFM muscle 49. The scale bar is 50  $\mu\text{m}$  for the large view (top) and 5  $\mu\text{m}$  for the zoomed view (bottom). The genotype is homozygous *Antp-GFP*.

Act88F-GAL4; spalt::GFP

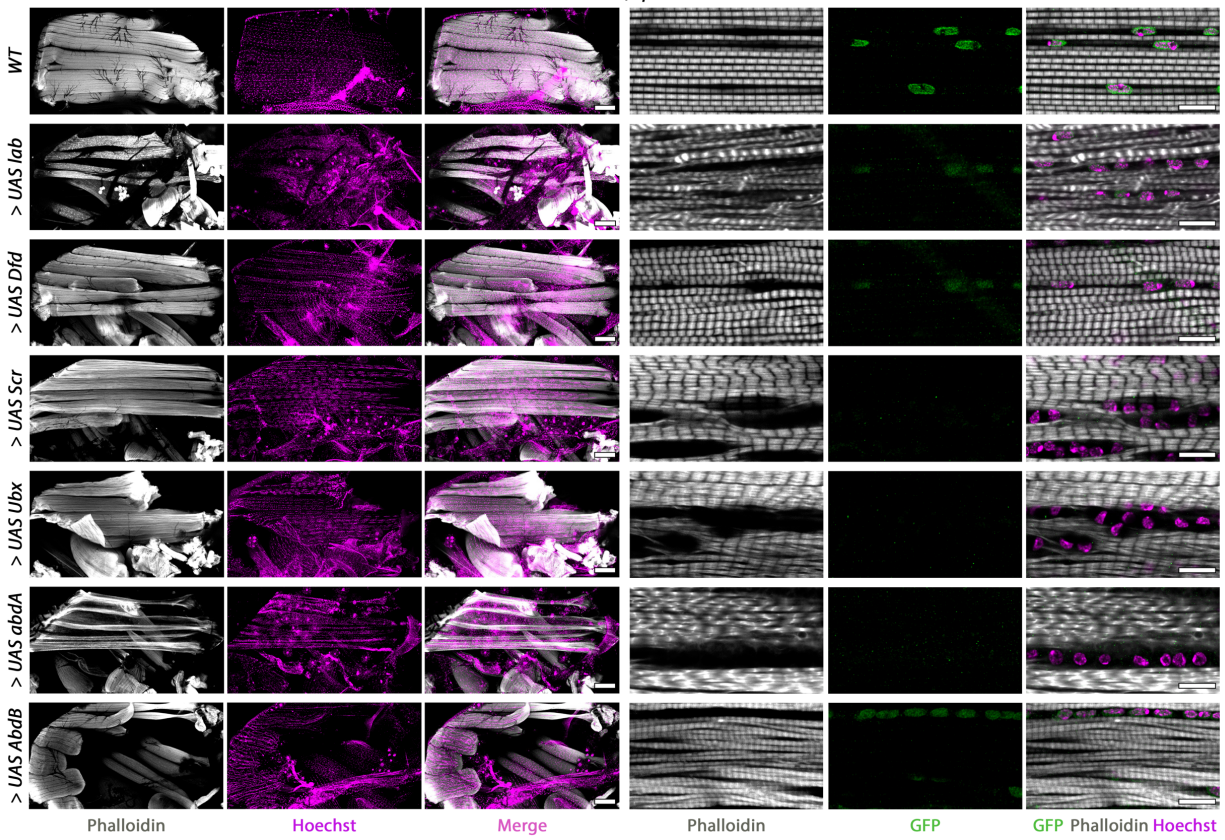

**Fig. S9. Fibrillar fate and Spalt repression are shared *Hox* functions.**

Confocal sections of adult female DLM stained with anti-GFP (to visualise Salm), Phalloidin and Hoechst. The scale bar is 100  $\mu\text{m}$  for large views and 10  $\mu\text{m}$  for zoomed views on sarcomeres. Genotypes are WT, *UAS-lab*, *UAS-Dfd*, *UAS-Scr*, *UAS-Ubx*, *UAS-abdA* and *UAS-AbdB* driven by the *Act88F*-Gal4 driver.

**Movie S1. (separate file)**

Spinning disc movie of developing flight muscles at 29°C, expressing *UAS-y RNAi* driven by the *Mef2-Gal4 driver*, with the *UAS-GFP-Gma* transgene added to visualise actin.

**Movie S2. (separate file)**

Spinning disc movie of developing flight muscles at 29°C, expressing *UAS- Antp RNAi #2* driven by the *Mef2-Gal4 driver*, with the *UAS-GFP-Gma* transgene added to visualise actin, corresponding to example 1.

**Movie S3. (separate file)**

Spinning disc movie of developing flight muscles at 29°C, expressing *UAS- Antp RNAi #2* driven by the *Mef2-Gal4 driver*, with the *UAS-GFP-Gma* transgene added to visualise actin, corresponding to example 2.

**Data S1. (separate file)**

Excel file containing differential gene expression analysis of RNA-sequencing following *Antp* RNAi #2 expression in myoblasts, driven by the *Mef2-Gal4* driver.

**Data S2. (separate file)**

Excel file containing the comparison of differential gene expression analysis of RNA-sequencing following *Antp* RNAi #2 in myoblasts, driven by the *Mef2-Gal4* driver, with the screen from *Schnorrer et al. 2010 (40)*.

**Data S3. (separate file)**

Excel file containing differential gene expression analysis of RNA-sequencing following *Antp* overexpression driven by the *Act88F-GAL4* driver in 72 h APF pupa at 25°C.

How the deposited data were processed for this re-analysis (not part of the article)

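RNA-seq was analysed for indirect flight muscles at 72 hours APF from pupae at 25°C expressing UAS-GFP or UAS-Antp under Act88F-Gal4, with 3 samples per genotype. The myoblast RNA-seq and all microscopy of the paper were not analysed here.

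The authors deposited a table of counts and a table of their comparison. The count table holds, in counts and without normalization, the reads that the authors assigned to the exons of 17611 genes of FlyBase annotation release 6.42, from uniquely mapping reads on the dm6 genome, by strand. The paper refers to an earlier publication for the alignment and counting. The authors' DESeq2 table holds the baseMean, a mean of counts divided by size factors, the log2 fold change of UAS-Antp over UAS-GFP with its standard error on the log2 scale, the Wald statistic as a score, and the P value with its Benjamini-Hochberg adjusted p-value. It was used for comparison only, and gene symbols were taken from it for 17582 genes and from a gene name table for 29.

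Total counts ran from 47460809 to 64485309 (median 59754817) with UAS-GFP and from 63217976 to 77781458 (median 69673609) with UAS-Antp. In each library, the count was an even number for 75.0% to 81.0% of the genes with 5 to 50 counts, so both mates of a read pair appear to have been counted and the number of fragments is lower than the count. A floor of 3 counts was taken as not detected, and it covers counting error only, since PCR copies are not independent molecules. All 37 genes of the mitochondrial genome and 19 genes of the rDNA unit are listed at 0, so respiratory genes of the mitochondrial genome could not be measured. On one strand, 781 pairs of genes share exon bases, 1269 genes in all, with 11.5% to 13.7% of the counts, and 182 of the pairs have the same count in all 6 libraries. Of 17556 genes also in Ensembl release 115, 17528 (99.8%) have the same start, end and strand. The identifiers of 4 sarcomeric genes and 1 gene of the knockdown list are older ones, and these were matched by symbol.

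Genes were filtered with edgeR's filterByExpr function (9546 kept), scaled with TMM and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.001. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The biological coefficient of variation was 0.258 in the model, 0.215 within UAS-GFP and 0.287 within UAS-Antp. The standard deviations of CPM (counts per 1000000) are over 3 samples. A fold change against a group whose samples are all at or under 3 counts is given as a lower bound, computed against the floor. Per gene, a two-sided exact permutation test over the 10 splits of the samples has a smallest P of 0.1.

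The genes named were set before the data were examined, as were the design and the alternatives, apart from those said to be added. They are the genes the paper names for this experiment, the genes labeled in Fig. 4F, fixed families and regulators (actins, troponin C, tubular, fibrillar, Hox genes and fiber regulators), and marker genes for sex, for the transgene and for neurons, hemocytes, fat body, tendon and epidermis, trachea and myoblasts. To these come the 5 largest rises and the 5 largest falls in fitted log2 fold change among genes with an adjusted P under 0.001, an average log2 CPM of at least 5 and no overlap between the groups. The genes of the knockdown screen in data S2 were summarized as a list. One symbol of the tendon and epidermis markers, svb, was not matched. Other genes named were chosen after their values were seen, and the text says so.

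Gene lists were tested with limma's camera function (inter-gene correlation 0.01), with limma's fry function and with camera and an estimated correlation, each on voom values and adjusted over 8 lists, with a threshold of 0.05. The lists are the fibrillar and tubular genes, the genes up-regulated and down-regulated by Antp knockdown in myoblasts (data S1), the nuclear respiratory chain genes, the mitochondrial and cytosolic ribosome genes and the proteasome genes. Lists by name were made from gene symbols.

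The method was tested on simulated data made from the counts. Of 200 genes changed in the simulation, 104 were recovered and 0 of 8723 unchanged genes were called. When the 50 most abundant genes were lowered as well, TMM recovered 109 of 200 and called 0 of 8547 unchanged genes, whereas scaling by totals called 3180 of 8547. With the proteasome list raised, camera called that list and 0 of 7 others. Each gene was drawn independently, so this does not test camera where the genes of a list vary together, with estimated correlations up to 0.446. In the data 35.6% of tested genes passed, far more than were changed here. These runs thus do not test TMM's assumption that most genes are unchanged.

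The alternatives were DESeq2's size factors, the upper quartile, library totals, TMM factors from non-sarcomeric genes, no filter on low counts, at least 10 counts in every sample, DESeq2, limma-voom, robust dispersion, each sample left out in turn, an adjusted P threshold of 0.05, an absolute log2 fold change of at least 1, and edgeR's glmTreat against a log2 fold change of 1. After the data were seen, 3 more were added: leaving out the genes that share exon bases, counts halved, and a gene-length trend removed. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The random seed was 1.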

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

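The tests in these paragraphs were chosen after the results were seen, apart from the test of gonad markers in a single library.

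A signal appears in genes that the paper does not discuss. With UAS-GFP, 28 genes had 3 counts or fewer in every sample, and with UAS-Antp at least 1000 counts in every sample. At the same limits 0 genes showed the opposite. Tehao and CG13203 came close, with at least 2802 and 5584 counts in the UAS-GFP samples against 0, 6 and 0 and against 0, 10 and 4 in the UAS-Antp samples. The limits are in counts, and after TMM scaling a count stands for fewer CPM in the UAS-Antp samples. The 6 counts of Tehao were 0.048 CPM, whereas 2 counts of CG40486 in UAS-GFP replicate 3 were 0.055 CPM. The rule was thus stricter for the opposite, and part of the difference between 28 and 0 can come from it. Without the UAS-Antp sample of 77781458 counts, 28 genes met the limits and 1 gene showed the opposite. The levels in the UAS-Antp samples were similar, with a median ratio of highest to lowest CPM of 1.30 and a largest ratio of 3.02. Ranked by fitted log2 fold change, the rule for the largest rises gave CG11131, CG42821, TrissinR, CG4198 and S-Lap2, which had 0 counts in each UAS-GFP sample. CG11131 was at least 2147-fold higher with UAS-Antp, CG42821 at least 1740-fold, TrissinR at least 1472-fold, CG4198 at least 766-fold and S-Lap2 at least 765-fold higher. Chosen after its values were seen, CG40486 was at least 9407-fold higher, with 0, 1 and 2 counts in the UAS-GFP samples and 90151, 98144 and 102921 counts in the UAS-Antp samples. By these lower bounds the order is another one, since lncRNA:CR44688 (at least 1582-fold), CG17549 (at least 1237-fold), CG6788 (at least 1197-fold) and Adgf-C (at least 871-fold), also chosen after their values were seen, lie above CG4198 and S-Lap2.

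Reads shared between overlapping genes argue little for this, since 2 of the 28 genes share exon bases on their strand, the pair CG17207 and CG46427, chosen after their values were seen, with identical counts. Testis tissue in the dissections is argued against because, in the UAS-Antp sample with the fewest, 3 of 20 matched testis markers were above the floor. Single testis markers go the other way, since tomb, also chosen after its values were seen, had 800, 687 and 789 counts in the UAS-Antp samples. A candidate explanation that stays open is that neighbouring genes were switched on together. Of the 27 genes with their own counts, 8 lie within 20000 bases of another, where 10000 random draws of as many tested genes gave at most 8 (one-sided permutation P = 0.0002). With all 28 genes the number is 10 (permutation P = 0.0001, the smallest that the draws can give). A direct effect of Antp on these genes, an effect of the fiber type and a difference between the parental stocks remain open and were not tested.

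The UAS-Antp sample of 77781458 counts held 54 genes at 50 counts or more that were at 3 counts or fewer in each of the other samples. The other UAS-Antp samples held 4 and 4 such genes, and the UAS-GFP samples 0. In the sample of 77781458 counts, 12090 genes were detected, against 10065 and 11114 in the other UAS-Antp samples. The 54 genes together had 5151 counts there, with at most 283 on one gene. Testis or ovary tissue carried into that sample may contribute. Of 33 matched testis and eggshell markers, 22 were above the floor in it, against 5 and 9 in the other UAS-Antp samples. The test asked for the markers to be at the floor in those, which they were not, and 1 sample cannot settle it, so this and a general rise in low-level transcripts cannot be told apart. Without that sample, 2903 genes had an adjusted P under 0.001. No biological explanation was tested for a difference between samples of one genotype.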

How the results depend on the processing

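The number of genes with an adjusted P under 0.001 stayed within 1.5 times of 3397 under 19 of 22 alternatives, and the exceptions were library totals, a threshold of 0.05 and glmTreat. Scaled by library totals, 5656 genes passed, 4971 higher and 685 lower, and 2321 of the 3397 genes remained, 2242 with the same sign. Why the scalings part was tested in part and is given under the other observations. With an adjusted P under 0.05, 5807 genes passed, 3123 higher, because the threshold is looser. With edgeR's glmTreat, which asks for a change beyond a log2 fold change of 1, 1694 passed, 713 higher and 981 lower, and 45 sarcomeric genes, because that criterion is stricter. In 1 of the 10 splits of the 6 samples, the real one, as many genes passed. The 9 others gave 0 genes, and from 19 to 89 at an unadjusted P under 0.05, against 6117 in the real split. With 10 splits the share cannot fall under 0.1. The 9 others mix the genotypes, whose difference then widens the spread within each group. Their 0 genes thus do not measure how often the test calls falsely.

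Antp, Act88F, Act79B and salm kept their direction and stayed under 0.001 in every alternative that gave a value. Their log2 fold changes ran from 11.88 to 13.44, -5.90 to -4.43, 7.20 to 8.60 and -2.79 to -1.28. Antp has no value with the genes that share exon bases left out.

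Among other genes, scaling by library totals reversed Tm2 (0.045), hth (0.45), salr (0.49), vg (0.11) and w (0.62), and the shift of 1.32 in the median of all genes is larger than their changes. The Act42A log2 fold change was -0.53 with limma-voom, and the Act5C log2 fold change was -0.030 with DESeq2's size factors, -0.029 with DESeq2, -0.050 with limma-voom and -0.15 with the gene-length trend removed. With TMM and all samples, neither Act42A (0.16) nor Act5C (0.036) passed the threshold, and the cause was not tested. Scaled by library totals, Act5C was at 1.34 and passed, with an adjusted P of 0.000838, and its range over the alternatives was 0.000838 to 0.987. When each sample was left out in turn, Act42A ran from -1.54 to 0.59, Act5C from -0.42 to 0.24 and ap from -0.71 to 1.49. Without the UAS-Antp sample of 69673609 counts, which holds 6329 of the Act42A counts against 963 and 768, Act42A was at -1.54 with an adjusted P of 0.000278, and its range over the alternatives was 0.000278 to 0.984. Among the single genes named, from 3 to 6 no longer passed in each of the 6 fits that left out a sample, in the same direction. Scaled by library totals, 4 no longer passed and 2 came to pass, in the same direction.

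With camera's correlation estimated from the samples, the adjusted P was 0.145 for the fibrillar list, 0.206 for the tubular list, 0.148 for the genes up-regulated by the knockdown, 0.145 for the respiratory chain, 0.145 for the mitochondrial ribosome and 0.148 for the cytosolic ribosome, and none passed 0.05. The estimated correlations of these lists ran from 0.0118 to 0.446, against the preset 0.01. Scaled by totals, the tubular list (2.89) and the genes up-regulated by the knockdown (0.56) kept their direction but no longer passed, and the proteasome list (-0.079) passed. The genes up-regulated by the knockdown did not pass without the genes that share exon bases (0.50). With at least 10 counts in every sample, the proteasome list was at 0.033. The fry test gave the genes down-regulated by the knockdown the opposite direction (adjusted P 0.212). For these lists the cause was not tested. Camera called as many lists as the real split, 6, in 1 of 10 splits, and from 3 to 4 lists in the others, which mix the genotypes and so give no rate of false calls.

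The labels give the genotypes different replicate numbers, so no pairing was planned, but the count table numbers its columns 1 to 3 in both genotypes. Columns with the same number did not deviate together from their group means (correlations of -0.0038, 0.011 and -0.033), so they share only a number. With the column number as a replicate block, an alternative chosen after seeing the data, 3058 genes passed, 1343 higher and 1715 lower. Of the 51 named genes under 0.001 without the block, 3 no longer passed, namely Act57B, Act87E and ct. The block is not part of the ranges given for other single genes and for the lists.

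The other added alternatives, also chosen after seeing the data, gave 3062 genes of 8658 tested without shared exon bases, 3519 with counts halved and 3445 with the gene-length trend removed. Depth limits pb, Dfd, Scr, Abd-B and roX2, which had at most 24 counts in a library and were left out by the filter.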

Differences from the paper's values

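No value set beside the paper's differed by the criteria used, which ask for a ratio above 1.5 for counts. The number of genes with an adjusted P under 0.001 was 3397 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against the paper's 4264. With DESeq2, an alternative set before the data were examined and the tool that the paper's methods name, it was 4264. The paper counts 109 sarcomeric genes among those under 0.001. Its sarcomeric list was held here with 1 gene fewer, and 73 of its 107 tested genes had an adjusted P under 0.001, a ratio of 1.49, and with DESeq2 76 had. In the authors' own deposited table, 76 genes of the list are under 0.001, so 109 was not reached with the paper's own tool either. The ratio of 1.49 lies close to the limit. Among the alternatives set before the data were examined, it was above 1.5 with DESeq2's size factors (71), TMM factors from non-sarcomeric genes (72), limma-voom (71), robust dispersion (71), an absolute log2 fold change of at least 1 (63), glmTreat (45) and each of the 6 fits that left out a sample (63 to 69). It was under 1.5 with the upper quartile (74), no filter (74), at least 10 counts in every sample (73), DESeq2 (76), library totals (80) and an adjusted P under 0.05 (84). The number of all genes was more than 1.5 times below the paper's with glmTreat (1694), without UAS-GFP replicate 3 (2758) and without the UAS-Antp sample of 63217976 counts (2837). The log2 fold changes that the paper's data S3 gives for genes of Fig. 4F, set beside these for all but Gpdh1, differed for none of them with TMM and all samples, nor with DESeq2, and for each with library totals. With at least 10 counts in every sample, slmo, sals, Pgk, bsf and tmod differed, and with the upper quartile slmo did. Among the fits that left out a sample, Unc-89, Zasp52, bsf, WASp, TpnC73F and zip differed without UAS-GFP replicate 1, Act79B and TpnC41C without replicate 2, TpnC4 and flw without replicate 3, and WASp without the UAS-Antp sample of 69673609 counts.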

Other observations

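The tests in these paragraphs were chosen after the results were seen, except those on the splits of the samples by genes passing, the factors from non-sarcomeric genes, sex, carried-over muscle and non-muscle cells. The camera and fry tests of the gene lists were also set before.

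Several technical explanations were set against the large number of genes that changed. A fall of abundant sarcomeric transcripts that shifts the scaling would move all other genes alike. It is argued against as the whole source. With edgeR's glmTreat, 713 genes were higher and 981 lower beyond a log2 fold change of 1. The counts that the sarcomeric genes gave up correspond to a log2 shift of 0.26. A part of the number from such a shift stays open. TMM factors from non-sarcomeric genes moved the share of genes that were higher by 0.118 percentage points. The factors themselves changed by at most 0.229%, so they do not test this part. Reads shared between overlapping genes are argued against as the whole source, because 35.4% of tested genes passed without the genes that share exon bases, against 35.6% with them. A gene-length trend is argued against in the same way, because 3445 genes passed with it removed. Different proportions of the sexes in the pools stay open, because lncRNA:roX1 had at most 141 counts in a library and an adjusted P of 0.0932 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and lncRNA:roX2 was left out by the filter. GC content was not tested.

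The share of sarcomeric genes in the counts was set against the shift of 1.32 between scaling by totals and by TMM. The sarcomeric genes giving up counts to all other genes would account for 0.26 of it, or 19.7%, so it is argued against as the whole source. Other abundant genes and a general change in RNA content were not tested apart.

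The rise of the tubular genes could come from jump or leg muscle carried over in dissection. The ratio of the highest to the lowest CPM of Act79B over the UAS-Antp samples was 1.25, and Act88F fell by 5.75 on the log2 scale, which a small amount of other muscle would not bring. Mp20 and TpnC47D, also of tubular muscle, reached 5.43 and 3.07 CPM with UAS-Antp, against 12398 CPM of Act79B. No sample of jump or leg muscle was analysed, and the same carry-over in all 3 samples cannot be told apart from a change in the flight muscle. A smaller share of flight muscle in the dissections would lower all fibrillar genes alike. It is argued against as the whole source of the fall of Act88F, which fell by 2.39 more than TpnC4 on the log2 scale, or 10.4 standard errors. The other fibrillar genes, fln (-3.77), Strn-Mlck (-3.39) and TpnC4 (-3.36), lay closer together, so for these a smaller share stays open.

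A larger share of non-muscle cells is argued against as the source of the genes that were higher, because the medians of the marker lists, relative to all genes, differ by 2.37. The median was 0.67 for neurons, 0.40 for hemocytes, 0.03 for fat body, -1.33 for tendon and epidermis, and -1.70 for trachea. Among tested markers with an adjusted P under 0.001 were 2 of 7 for neurons, 0 of 8 for hemocytes, 1 of 8 for fat body, 4 of 7 for tendon and epidermis and 6 of 7 for trachea. The most abundant markers reached 6726 counts of elav, 44822 of Col4a1, 23976 of Lsp2, 34617 of shot and 51168 of Gasp in a library. The myoblast markers had a median of -0.04, and 1 of 6 passed. A change in a single cell type stays open.

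The mitochondrial ribosome, respiratory chain and cytosolic ribosome genes were lower with UAS-Antp relative to all genes, with medians of -2.64, -2.81 and -1.28 and adjusted P of 5.18e-31, 8.1e-28 and 2.21e-21 in camera with the preset correlation, whose limits are given above. All 73 and 84 ribosome genes tested were lower, as were 63 of 64 respiratory chain genes. Scaled by totals, the median log2 fold changes were -1.15, -1.32 and 0.21. The change of sign for the cytosolic ribosome is the shift of 1.32 common to all genes. Relative to all genes, its median stayed between -1.49 and -1.17 in the 14 alternatives run for the lists. Removal of the gene-length trend, given below, is not among these 14. A different counting of short genes is argued against as the whole source for the mitochondrial ribosome and the respiratory chain, because 0 of 10000 random lists matched on exon length and expression had a median as low for the mitochondrial ribosome, and 0 for the respiratory chain. The random lists fell too, with typical median log2 fold changes of -1.30 and -1.29, or -1.40 and -1.79 with the 4 lists of this kind kept out of the draws, against -2.47 and -2.64 for the lists themselves. A part of the fall is thus shared with other genes of similar length and expression. For the cytosolic ribosome genes, 10000 of 10000 random lists had a median as low, and 9999 with those lists kept out, so their fall is no larger than that of genes of similar length and expression. Since the match is on both, these draws cannot tell length from expression. A different counting of short genes stays open as a part of their fall. With the gene-length trend removed the medians were -2.27, -2.49 and -0.93, which argues against that trend as the whole source. The proteasome genes had a median of -0.08 with an adjusted P of 0.248 in camera. The camera and fry tests of these lists were set before the data were examined, and the matched draws and the length trend came after. From electron micrographs of adults, the paper describes less mitochondrial volume in flight muscle with maintained Antp. Whether the fall of these transcripts goes with that volume was not tested and remains a hypothesis.

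If Antp acted on the same genes in the same direction in 72-hour muscle as in myoblasts, genes up-regulated by the knockdown would be lower with UAS-Antp. Their median relative to all genes was 0.56, with an adjusted P of 0.0281 in camera, and 78 of 117 had a log2 fold change above 0. Of those with an adjusted P under 0.001, 37 were higher and 13 lower, so the list goes both ways, and the tests part. Its adjusted P was 0.00114 in fry, with the direction up, and 0.148 in camera with an estimated correlation. In camera with the preset correlation it ran from 0.00899 to 0.149 over the alternatives. The genes down-regulated by the knockdown had a median of 0.39 and an adjusted P of 0.426 in camera. The idea stays open for both lists. Of 17 genes of the knockdown screen, 8 passed 0.001, 5 higher and 3 lower.

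The level of vg was 63.2 ± 1.90 CPM (SD, n = 3) with UAS-GFP and 27.4 ± 2.03 CPM (SD, n = 3) with UAS-Antp, a log2 fold change of -1.20 (standard error 0.11, adjusted P = 3.88e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaled by totals it was 0.11, with an adjusted P of 0.399 and a range over the alternatives of 5.68e-22 to 0.399. That change of sign is the shift of 1.32 common to all genes and says nothing about vg itself. With the 3 other scalings the log2 fold change ran from -1.27 to -1.17, and with each sample left out from -1.27 to -1.16. Relative to the median of all genes it was -1.37 with TMM, and 18.0% of tested genes had a lower log2 fold change. Whether the amount of vg transcript per muscle fell stays open, since that depends on the scaling.

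Of 15 fiber regulators tested, 13 passed 0.001, 6 higher and 7 lower with TMM, though in the 6 fits that each left out a sample ct passed in 0, and exd and hth in 2 each. The adjusted P of exd, hth and ct ran from 8.04e-08 to 0.00307, 5.41e-10 to 0.00559 and 1.25e-06 to 0.00364 over the alternatives. Of the 13, bru1 (-3.96), E2f1 (-2.22) and Mef2 (-1.99) fell and mbl (3.39), sd (2.39) and lms (5.61) rose. Scaled by totals these 6 kept their directions, whereas vg, salr and hth changed sign. Of 6 actin genes, 4 passed, 2 higher and 2 lower. Of 5 troponin C genes, 4 passed, 3 higher and 1 lower. Of 8 Hox genes, 4 were tested and Antp alone passed. Ubx had 4, 0 and 18 counts in the UAS-GFP samples and 58, 56 and 81 in the UAS-Antp samples, with an adjusted P of 0.217 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The transgene marker w had a log2 fold change of -0.70 (adjusted P = 0.00101 in the same test) and changed sign under library totals. In 8 of 18 alternatives w came to pass 0.001 in the same direction, and its adjusted P ran from 2.84e-07 to 0.00483 over the alternatives.

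By the rule for the largest falls, Tehao had a fitted log2 fold change of -12.23, CG13203 of -11.89, CG15530 of -9.29, TTLL4B of -8.13 and CG4497 of -6.63. The first values rest on few counts, since CG15530 had 0, 36 and 12 counts in the UAS-Antp samples and Tehao and CG13203 at most 6 and 10. Without the UAS-Antp sample of 77781458 counts, the fitted values were -15.54 for Tehao, -12.92 for CG13203 and -10.55 for CG15530, and at 0 counts such a value depends on the prior count of the fit. CG46458, chosen after its values were seen, had a log2 fold change of 12.12. Reads shared with Antp are a candidate explanation, since 100% of its exon bases lie in Antp exons on the same strand, and it had at least 82.4 counts per 100 of Antp in the UAS-Antp samples.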
